# Global transcriptional response of *Caulobacter crescentus* to iron availability

**DOI:** 10.1186/1471-2164-14-549

**Published:** 2013-08-13

**Authors:** José F da Silva Neto, Rogério F Lourenço, Marilis V Marques

**Keywords:** *Caulobacter crescentus*, Iron stimulon, Fur regulon, Transcriptome, Iron homeostasis, TonB-dependent receptor

## Abstract

**Background:**

In the alpha subclass of proteobacteria iron homeostasis is controlled by diverse iron responsive regulators. *Caulobacter crescentus*, an important freshwater *α*-proteobacterium, uses the ferric uptake repressor (Fur) for such purpose. However, the impact of the iron availability on the *C. crescentus* transcriptome and an overall perspective of the regulatory networks involved remain unknown.

**Results:**

In this work we report the identification of iron-responsive and Fur-regulated genes in *C. crescentus* using microarray-based global transcriptional analyses. We identified 42 genes that were strongly upregulated both by mutation of *fur* and by iron limitation condition. Among them, there are genes involved in iron uptake (four TonB-dependent receptor gene clusters, and *feoAB*), riboflavin biosynthesis and genes encoding hypothetical proteins. Most of these genes are associated with predicted Fur binding sites, implicating them as direct targets of Fur-mediated repression. These data were validated by β-galactosidase and EMSA assays for two operons encoding putative transporters. The role of Fur as a positive regulator is also evident, given that 27 genes were downregulated both by mutation of *fur* and under low-iron condition. As expected, this group includes many genes involved in energy metabolism, mostly iron-using enzymes. Surprisingly, included in this group are also TonB-dependent receptors genes and the genes *fixK*, *fixT* and *ftrB* encoding an oxygen signaling network required for growth during hypoxia. Bioinformatics analyses suggest that positive regulation by Fur is mainly indirect. In addition to the Fur modulon, iron limitation altered expression of 113 more genes, including induction of genes involved in Fe-S cluster assembly, oxidative stress and heat shock response, as well as repression of genes implicated in amino acid metabolism, chemotaxis and motility.

**Conclusions:**

Using a global transcriptional approach, we determined the *C. crescentus* iron stimulon. Many but not all of iron responsive genes were directly or indirectly controlled by Fur. The iron limitation stimulon overlaps with other regulatory systems, such as the RpoH and FixK regulons. Altogether, our results showed that adaptation of *C. crescentus* to iron limitation not only involves increasing the transcription of iron-acquisition systems and decreasing the production of iron-using proteins, but also includes novel genes and regulatory mechanisms.

## Background

Iron is an essential micronutrient required for almost all organisms, functioning as a cofactor for proteins that are involved in a number of fundamental metabolic and enzymatic functions. Despite its high abundance, iron is a limiting nutrient in most biological systems due to its poor solubility under physiological conditions or because it is tightly sequestered by high-affinity proteins, such as transferrin and lactoferrin in eukaryotic hosts [1,2]. On the other hand, high iron levels can generate toxic hydroxyl radicals by the Fenton reaction [3]. Thus, organisms have evolved multiple strategies to maintain accurate control over intracellular iron levels.

In most bacteria, iron homeostasis is mediated by Fur (ferric uptake regulator), an iron-sensing repressor protein, that controls the expression of genes involved in iron uptake, storage and usage. Under iron sufficiency, Fe^2+^-Fur (holo-Fur) binds at operator sites (Fur boxes) in the promoters of multiple iron-responsive genes, and represses their transcription [4]. In a few bacterial species, Fur seems to have a broader scope of regulation, acting also as a direct transcriptional activator [5-7] or as an apo-regulator (apo-Fur) [8,9]. However, the most common Fur-mediated activation mechanism occurs indirectly via small regulatory RNAs (sRNA), such as RyhB in *Escherichia coli*[10], PrrF1 and PrrF2 in *Pseudomonas aeruginosa*[11], NrrF in *Neisseria meningitidis*[12] and FsrA in *Bacillus subtilis*[13]. In all these cases, the sRNAs inhibit the production of non-essential iron-using proteins under iron limitation, allowing relocation of the intracellular iron for essential proteins [14].

The Fur protein is the most widely found and best-studied iron-responsive regulator in bacteria from diverse taxonomic groups, such as subdivisions γ, β, δ and ϵ of proteobacteria and bacilli [4]. However, in α-proteobacteria iron regulation is still little studied and appears to be mediated by regulators different from Fur. Direct experimental data, available mostly to Rhizobiales, indicate that RirA and Irr are the master regulators of iron homeostasis while a Fur-like protein, named Mur, regulates only a manganese transporter [15,16]. It has been suggested, based on bioinformatics and phylogenetic analyses, that RirA and Irr emerged as the main iron regulators in the common ancestor of the Rhizobiales and Rhodobacterales, whereas in more basal lineages of α-proteobacteria (Caulobacterales, Rhodospirillales and Sphingomonadales), Fur remained as the global iron regulator [17]. This *in silico* prediction was recently confirmed by experimental data for at least two α-proteobacteria, *Caulobacter crescentus*[6] and the magnetotactic bacterium *Magnetospirillum gryphiswaldense*[18,19].

We have previously demonstrated, using an *in silico* approach combined with experimental data, that Fur controls iron homeostasis in *C. crescentus* by regulating many iron-responsive genes, and protect this freshwater oligotrophic bacterium from oxidative stress [6]. However, the response of *C. crescentus* to iron limitation and a comprehensive investigation of its Fur regulon remain to be determined on a global scale. In this work, we performed DNA microarray analysis to determine the transcriptional response of *C. crescentus* to iron availability, using wild-type cells growing under iron-replete *versus* iron-limiting conditions. We also used transcriptional profiling, comparing wild-type *versus fur*-mutant strains, to find novel members of the *C. crescentus* Fur regulon.

## Results and discussion

### Effect of iron and Fur on the *C. crescentus* transcriptome

Whole genome transcriptional profiling using DNA microarrays were performed to identify iron-responsive and Fur-regulated genes in *C. crescentus*. Two sets of microarray experiments were conducted in duplicate using RNA samples prepared from two independent biological cultures. 

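For the iron limitation stimulon, labelled cDNA from 2 independent cultures, each divided between the 2 treatments, was hybridized to 2 custom 2-colour Agilent arrays. cDNA of wild-type cells given 100 μM FeSO4 carried Cy3, and cDNA of wild-type cells given 100 μM of the iron chelator 2,2-dipyridyl for 2 h carried Cy5. Each array held 45206 spots, of which 1227 were controls and 43979 were probes of 3755 predicted genes. Between 8 and 11 probes per gene, with a median of 11, read the sense strand over a window that starts 300 bp upstream of the start codon. The authors scanned the arrays and quantified them with Feature Extraction, which subtracted the background, normalized the dyes and gave each spot the log10 of its Cy5 over Cy3 ratio. Here the log10 ratios were turned into log2 ratios, and the ratio of a gene was the mean over its 4 last probes, with the SD between the 2 arrays as its error. Spots that the software marked as non-uniform or as population outliers were left out, which removed 1496 spots (3.40%) on replicate 1 and 1508 (3.43%) on replicate 2. As in the paper, a gene was called when at least 3 of its 4 last probes changed at least 2-fold in the same direction on both arrays, and it then needed 3 of the probes that were left. In addition, limma tested the gene ratios against 0, with 1 estimate of the spread for the 4 arrays of both experiments and Benjamini-Hochberg adjustment over all genes. A gene was called by limma at an adjusted p under 0.05 and a change of at least 2-fold. The median intensities were 3258 (Cy3) and 3391 (Cy5) on replicate 1 and 1845 and 2159 on replicate 2, which is 51.4 to 116 times the local background. Of the gene spots, 95.5% to 97.5% were well above background in each channel and 0 were saturated. The number of arrays limits the precision, and no array had its dyes exchanged, so a bias of a gene toward 1 dye remains in its ratio.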

First, to define the *C. crescentus* iron limitation stimulon, we compared the transcriptome of wild-type cells treated with 100 μM FeSO_4_ (iron sufficiency) with that of wild-type cells treated with 100 μM 2,2-dipyridyl for 2 hours (iron limitation), an experimental condition previously established to study gene expression of iron-responsive genes in *C. crescentus*[6]. 

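By this criterion 156 of the 3755 genes (4.15%) changed under iron limitation, of which 97 were upregulated and 59 downregulated. With a 1.5-fold threshold these counts were 229 and 225, and with a 3-fold threshold 53 and 6. Without iron limitation replicate 2 the downregulated genes numbered 101. Asking 1 array in place of 2 can only raise a count, by construction, so this rise does not mark that array as unusual. limma called 137 upregulated and 104 downregulated genes, and 1142 and 1212 where no 2-fold change was asked for. The correlation across genes between the 2 arrays was 0.948, and the median SD of a gene between them was 0.067 on the log2 scale. Genes are not independent replicates, so no p was computed for a correlation across them.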

Iron limitation altered expression of 182 genes of which 108 were upregulated and 74 downregulated (Figure 1). 

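For the Fur-regulated genes, cDNA of the wild type and of the fur mutant, both given FeSO4, was compared on 2 further arrays of the same design, 1 per biological replicate. The wild type again carried Cy3 and the mutant Cy5, so positive log2 ratios mean more transcript in the mutant. The authors' scanning, normalization and log10 ratios were the same as for the first experiment, and so were the gene means, the criterion and the limma test used here. Outlier spots numbered 1168 (2.66%) on replicate 1 and 1222 (2.78%) on replicate 2. Median intensities were 2779 (Cy3) and 3241 (Cy5) on replicate 1 and 2884 and 2364.5 on replicate 2, or 57.7 to 97.8 times the local background. Between 96.1% and 98.7% of the gene spots were well above background in a channel. A limma contrast of the 2 experiments tested whether the response of a gene differed between iron limitation and the fur mutation. The wild type with FeSO4 is the Cy3 channel of both experiments, and the 2 arrays of replicate 1 share 1 slide and those of replicate 2 another.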

Second, to identify Fur-regulated genes, we compared the transcriptome of wild-type cells with that of a *fur* mutant both cultivated in iron sufficiency. The expression of 121 genes was found to be significantly changed by the *fur* mutation (58 upregulated genes and 63 downregulated genes) (Figure 1).

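Recomputed from the spots, 112 genes (2.98%) changed in the fur mutant, 53 upward and 59 downward. At 1.5-fold these became 152 and 169. limma called 76 genes upregulated and 97 downregulated in the mutant. The 2 fur arrays correlated at 0.946 across genes, with a median SD of 0.054 per gene.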

**Figure 1:**
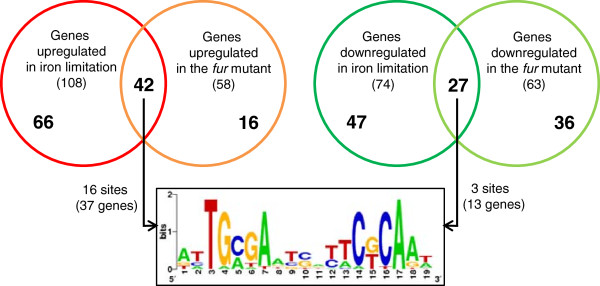
**Overview of iron-responsive and Fur-regulated genes in *C. crescentus *identified by microarray analyses.** The Venn diagrams were constructed using the number of up- and down-regulated genes from experiments comparing wild type cells exposed to iron-limiting *versus* iron-replete conditions or comparing *fur* mutant strain *versus* wild type strain both in iron-replete condition. The complete set of the genes belonging to each group is listed in Tables 1, 2, 3, 4 and Additional file 1: Table S1. The upstream region of these genes (−200 to +50 bp relative to the start codon) were searched for sequence motifs using the MEME tool. A 19-pb palindromic motif, corresponding to the Fur binding site, was exclusively found in the group of genes regulated by both iron and Fur.

The up- and down-regulated genes, identified in these two microarray experiments, were compared to identify genes regulated by both iron limitation and *fur* mutation or genes affected by only one of these conditions (Figure 1). 

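Across all 3755 genes the log2 ratios of the 2 experiments correlated with a Pearson r of 0.656 and a Spearman rho of 0.517, both across genes. Leaving out iron limitation replicate 1 moved the Pearson r most, to 0.632. Between single arrays of the 2 experiments r lay between 0.622 and 0.667. In the 3348 genes under 2-fold on every array r was 0.430. Because both experiments have the wild type with FeSO4 in Cy3, unchanged groups were simulated from the spread between replicates. With the same wild-type extracts on both sets of arrays the simulated r was 0.500 (0.468 to 0.526 in 100 draws), and with separate extracts it was -0.000764. The simulated groups hold noise alone, with an SD across genes of 0.095 (iron limitation) and 0.087 (fur mutant). The observed SDs were 0.58 and 0.53 in all genes and 0.34 and 0.32 in those under 2-fold. The simulated r is thus no measure of how much of the observed r shared extracts could make. In both simulations 0 genes reached 2-fold the same way in both experiments. With noise this far under 2-fold that count was fixed in advance, so it says nothing about the genes shared by the observed lists. If the lists of the 2 experiments were independent, 1.37 upregulated and 0.927 downregulated genes would be shared, and 0 genes went up in one and down in the other.

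**Figure D1:**
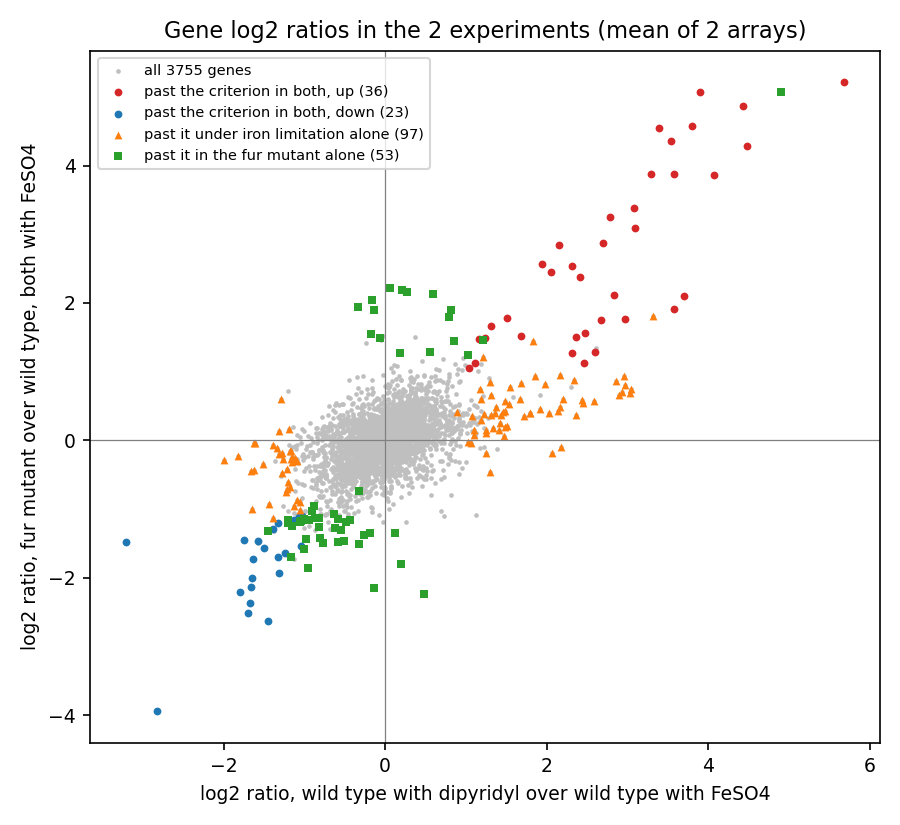
Gene log2 ratios under iron limitation (horizontal axis) and in the fur mutant (vertical axis), each the mean of 2 arrays, for all 3755 genes, with the genes that pass the criterion in both or in only 1 experiment marked by colour and shape. The 36 genes upregulated and the 23 downregulated by both lie in the upper right and lower left, and no gene that passes in one experiment passes in the other direction.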

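Genes that met the criterion in both experiments numbered 36 upregulated and 23 downregulated, and 67 and 73 at 1.5-fold. The 36 upregulated genes are 67.9% of those upregulated in the fur mutant, and the 23 downregulated genes are 39.0% of those downregulated in it. The median log2 ratio of the 36 genes was 2.68 under iron limitation and 2.42 in the mutant, with the larger value under iron limitation for 16 of them. The medians of the 23 downregulated genes were -1.45 and -1.57, with the larger fall under iron limitation for 5. The responses of 22 of the 36 and 10 of the 23 differed between the experiments at a limma adjusted p under 0.05.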

We found 42 genes upregulated both under iron limitation and in the *fur* mutant (Fe^2+^-Fur repressed genes) and 27 genes that were found to be downregulated on both these conditions (Fe^2+^-Fur activated genes), indicating that Fur has a major role on controlling expression of iron-responsive genes in *C. crescentus*. 

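Only under iron limitation, 61 upregulated and 36 downregulated genes met the criterion, and 66 and 44 with outlier spots kept. The count of downregulated genes rose to 67 without iron limitation replicate 2 and to 56 without replicate 1. Asking 1 array in place of 2 can only raise it, by construction. The difference between the 2 responses itself passed an adjusted p of 0.05 for 60 of the 61 upregulated genes, and it was at least 2-fold for 43. Their median log2 ratio was 1.54 under iron limitation and 0.43 in the fur mutant, and 55 of them had the same sign in both. Of the 36 downregulated genes, 31 differed between the experiments, 16 of them at least 2-fold, with medians of -1.24 and -0.30. Across all genes 166 responses differed at least 2-fold by this test, and 1633 with the adjusted p alone.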

We also found many genes regulated exclusively in response to iron limitation, namely 66 upregulated genes and 47 downregulated genes, suggesting that the *C. crescentus* iron limitation stimulon is controlled by additional regulatory mechanisms.

Lastly, a group of genes showed differential expression in the *fur* mutant (16 up- and 36 downregulated genes) independent of iron availability (Figure 1; Additional file 1: Table S1). 

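Only in the fur mutant, 17 upregulated and 36 downregulated genes met the criterion. The 17 include CC0683 and CC3061, and the 36 include CC1099, CC2479 and CC3085. These genes met it under iron limitation too once outlier spots were kept, and the counts were then 15 and 33. The counts rose to 33 upregulated genes without fur mutation replicate 2 and to 60 downregulated genes without fur mutation replicate 1. Asking 1 array in place of 2 can only raise them, by construction. The medians of the 17 genes were 1.89 in the mutant and 0.27 under iron limitation, and the 2 responses differed for 14 of them. For the 36 downregulated genes the medians were -1.27 and -0.81. Their responses differed for 22 genes, at least 2-fold for 7, and the difference was not detected for the others. Under iron limitation 33 of the 36 genes also had a negative log2 ratio.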

We were unable to determine whether these transcriptional changes are secondary effects or are mediated directly by Fur in an iron-independent manner. Nevertheless, the most upregulated genes in the *fur* mutant are the genes involved in transport (CC0859-60-61) and catabolism (CC1296, CC1298, CC1299 and CC1302) of *myo*-inositol in *C. crescentus*, belonging to the IolR regulon [20]. 

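The log2 ratio in the fur mutant (mean ± SD, n = 2 arrays) was 2.16 ± 0.023 for CC0859, 1.89 ± 0.067 for CC0860 and 1.46 ± 0.21 for CC0861, which encode the periplasmic protein, the ATP-binding protein and the permease of the inositol transporter. Those of the catabolic genes were 2.13 ± 0.028 for CC1296, 2.22 ± 0.29 for CC1298, 2.04 ± 0.049 for CC1299 and 2.19 ± 0.031 for CC1302. Of the alternatives, the mean over all probes of a gene, upstream ones included, moved these values most, to 0.97 for CC1296. All but CC0861 met the criterion, and CC0861 had 2 and 3 probes past 2-fold on replicates 1 and 2. Under iron limitation the 7 genes lay between -0.16 (CC1299) and 0.59 (CC1296), with a largest SD of 0.22. Each of the 7 responses differed between the experiments by more than the spread between arrays, the least clearly for CC0861 (difference -1.51, limma adjusted p = 7.10e-04).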

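The mean log2 ratio of fur (CC0057) over its 4 last probes was -2.24 ± 0.10 (SD, n = 2 arrays) in the mutant and 0.49 ± 0.31 under iron limitation. In the mutant its probes fall into separate groups. The probes that start at 379, 469 and 520 bp of the tiled window, which lie downstream of the start codon at 300, had log2 ratios of -4.42 ± 0.25, -1.87 ± 0.14 and -3.67 ± 0.43. The probes at 226, 277 and 328 bp rose, by 0.94 ± 0.065, 1.12 ± 0.12 and 0.99 ± 0.086. The probe at 328 bp is one of the 4 last, so the mean over these holds 1 probe that rose. Under iron limitation the probes at 226, 277 and 328 bp had ratios of 0.42 ± 0.086, 0.40 ± 0.012 and 0.43 ± 0.076.

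**Figure D2:**
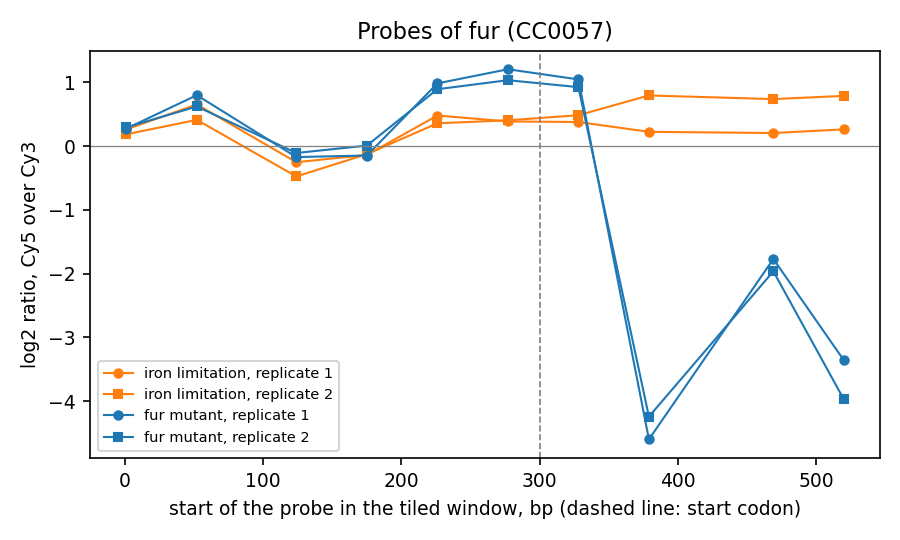
Log2 ratio of each sense probe of fur (vertical axis) against the start of the probe in its tiled window (horizontal axis, bp), 1 line per array and a dashed line at the start codon. On both arrays of the mutant the probes at 226 to 328 bp lie above 0 and those from 379 bp on lie far below it.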

As expected, the level of *fur* mRNA (CC0057) was severely reduced in the *fur* mutant (7.4 fold). Interestingly, the *sodB* gene (CC3557) encoding an iron/manganese superoxide dismutase was 2.2-fold downregulated in the *fur* mutant (Additional file 1: Table S1), although its iron-dependent regulation verified in other bacteria [21] was not observed in our microarrays.

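For sodB (CC3557) the log2 ratio was -1.15 ± 0.0048 (SD, n = 2) in the fur mutant and -0.43 ± 0.15 under iron limitation. It met the criterion only in the mutant. Under iron limitation limma gave an adjusted p of 0.00216 for a change of less than 2-fold, which was negative on 2 of 2 arrays. The iron limitation change no longer passed this test with all probes averaged (-0.014) or with background-subtracted, median-centred signals (-0.19). The 2 responses differed by 0.72 (adjusted p = 0.00252).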

### The repertoire of iron-responsive and Fur-regulated genes in *C. crescentus*

The genes regulated by both iron limitation and Fur are those showed in Tables 1 and 2 (in Figure 2A and 2B, genes indicated in blue). In addition to those genes, we observed that expression of some genes assumed as significantly up or downregulated under only one of the tested conditions changed to levels very close to our cutoff criterion (twofold change) in the other condition (Tables 3, 4 and Additional file 1: Table S1 and in Figure 2, genes indicated in orange). Thus, it is probable that these genes are also responsive to both iron levels and Fur, especially if one considers that most of them are in putative operons with genes whose expression was significantly changed under both iron limitation and *fur* mutation. Therefore, these genes were discussed here as part of the repertory of iron-responsive and Fur-regulated genes.

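Table 3 marks 4 such genes, Table 4 marks 8 and Table S1 marks 1 upregulated and 14 downregulated genes. In the experiment in which they were not called, all of them moved in the same direction as in the other, with an adjusted p under 0.05. The median log2 ratio of the 4 genes of Table 3 in the fur mutant was 0.88, and that of the 8 genes of Table 4 was -1.02. For the 14 downregulated genes of Table S1 the median under iron limitation was -0.98 and the range -1.21 to -0.72. The test of the difference between the 2 responses passed an adjusted p of 0.05 for 4 of the 4, 2 of the 8 and 2 of the 14 genes.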

**Table 1:** **Genes upregulated under iron-limiting condition and in the *fur *mutant**

**Gene CB15**	**Gene NA1000**	**Predicted function**^**a**^	**Fold change**^**b**^	
			**WT DP/WT Fe**	**∆*fur *Fe/WT Fe**
**Transport**				
CC_0026	CCNA_00026	PAS-family sensor histidine kinase (heme)	4.70	5.95
CC_0027	CCNA_00027	PKHD-type hydroxylase (FeII)	15.65	26.39
CC_0028^c^	CCNA_00028	TonB-dependent receptor	28.27	55.08
CC_0029	CCNA_00029	Lysine exporter protein	2.18	2.03
CC_0139	CCNA_00138	TonB-dependent receptor	20.21	33.27
CC_0683	CCNA_00719	Type I secretion adaptor protein hlyD	2.42	2.81
CC_0684	CCNA_00720	Type I protein secretion ATP-binding protein	2.25	2.80
CC_0711	CCNA_00748	Ferrous iron transport protein A	9.10	9.04
CC_0712	CCNA_00749	Ferrous iron transport protein B	6.13	5.96
CC_2191	CCNA_02272	Hypothetical protein	4.49	7.10
CC_2192	CCNA_02273	Glutathione peroxidase (DUF3297)	6.27	9.09
CC_2193	CCNA_02274/75	EF hand protein/hypothetical protein (DUF4198)	64.82	167.73
CC_2194	CCNA_02277	Hemin receptor (TonB-dependent receptor)	17.90	25.29
CC_2195	CCNA_02278	Putative membrane-associated alkaline phosphatase	4.49	7.27
CC_2196	CCNA_02279	Disulfide bond formation protein B	2.51	3.17
CC_2197	CCNA_02280	Ubiquinone biosynthesis protein COQ7 (Iron)	2.52	3.23
CC_2927	CCNA_03022	Transporter	27.09	34.54
CC_2928	CCNA_03023	TonB-dependent receptor	15.36	22.72
CC_3059	CCNA_03155	Transporter	23.57	22.29
CC_3060	CCNA_03156	Putative periplasmic protein (DUF2271)	24.53	32.44
CC_3061	CCNA_03157	Putative membrane spanning protein (DUF4198)	44.13	51.11
CC_3062	CCNA_03158	Iron-sulfur cluster assembly/repair protein ApbE	17.44	24.66
CC_3063	CCNA_03159	Sulfite reductase (NADPH) flavoprotein (Heme)	12.25	16.47
CC_3693	CCNA_03807	Organic solvent resistance transport system Ttg2D protein	6.48	2.50
CC_3694	CCNA_03808	Organic solvent resistance transport system Ttg2C protein	5.62	2.19
**Riboflavin biosynthesis**				
CC_0885	CCNA_00929	Diaminohydroxyphosphoribosylaminopyrimidine deaminase	10.83	4.99
CC_0886	CCNA_00930	Riboflavin synthase alpha chain	8.01	3.57
CC_0887	CCNA_00931	3,4-dihydroxy-2-butanone-4-phosphate synthase	12.18	3.70
CC_0888	CCNA_00932	6,7-dimethyl-8-ribityllumazine synthase	13.72	4.33
CC_0889	CCNA_00933	Putative peptidase	5.75	3.08
**Miscellaneous**				
CC_0220	CCNA_00220	Thiol-disulfide isomerase and thioredoxin	3.80	3.31
CC_0884	CCNA_00928	Transcriptional regulator, GntR family	5.16	2.45
CC_1968	CCNA_02046	Nitrogen regulatory protein P-II GlnB	2.87	3.45
CC_1969	CCNA_02047	Glutamine synthetase GlnA	2.32	2.33
CC_3263	CCNA_03372	Bacterioferritin-associated ferredoxin (Fe-S cluster)	56.96	40.04
**Hypothetical**				
CC_0155	CCNA_00154	Hypothetical protein DUF2061 (predicted membrane)	13.07	5.99
CC_0681	unannotated	Hypothetical protein	7.97	3.77
CC_0682	unannotated	Hypothetical protein	10.03	3.88
CC_0719	CCNA_00756	Hypothetical protein	9.81	2.89
CC_2367	CCNA_02452	Hypothetical protein	23.64	26.74
CC_2904	CCNA_02998	Hypothetical protein	9.64	13.35
CC_3452	CCNA_03566	Hypothetical protein	2.52	2.51

^a^ The terms in parenthesis are Pfam domains found in hypothetical proteins or metals predicted to bind the proteins. Metal cofactors were found by searching the ExPASy and Brenda databases.

^b^ Values are fold changes in the expression levels comparing wild type cells exposed to iron-limiting *versus* iron-replete conditions (WT DP/ WT Fe) or comparing *fur* mutant strain *versus* wild type strain both exposed to iron-replete condition (∆*fur* Fe/WT Fe). The values were obtained as the average of the four last probes for each gene.

^c^ According to previously proposed in earlier work [6], the most probable initiation codon of CC0028 is at position +234 relative to the initiation codon annotated in the genome. Thus, the last four probes designed for CC0028 are not useful to measure its expression. The values showed for this gene correspond to the average of four initial probes of the CC0027 gene, which hybridize within the final portion of CC0028.

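Averaged over its own 4 last probes, CC0028 had a log2 ratio of 0.45 ± 0.043 (SD, n = 2) under iron limitation and 0.59 ± 0.081 in the fur mutant. Averaged over the first 4 probes of CC0027, the ratio was 4.72 ± 0.52 under iron limitation and 5.67 ± 0.46 in the mutant. These 4 probes ranged from 3.59 to 5.54 in the first experiment and from 4.66 to 6.79 in the second. The files list no coordinates on the chromosome, so the overlap of these probes with the end of CC0028 was taken from the paper.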

**Table 2:** **Genes downregulated under iron-limiting conditions and in the *fur *mutant**

**Gene CB15**	**Gene NA1000**	**Predicted function**	**Fold change**^**a**^	
			**WT DP/WT Fe**	**∆*fur *Fe/WT Fe**
**Transport**				
CC_0925	CCNA_00974	OAR protein precursor (OmpA-like protein)	−8.22	−2.74
CC_0991	CCNA_01042	TonB-dependent receptor	−2.47	−2.27
CC_1099	CCNA_01155	TonB-dependent outer membrane receptor	−2.22	−2.06
CC_2485	CCNA_02570	Transporter (Major Facilitator Superfamily)	−2.49	−3.24
CC_2486	CCNA_02571	Transporter (Major Facilitator Superfamily)	−2.16	−2.24
CC_2804	CCNA_02895	TonB-dependent receptor	−2.41	−2.22
CC_3161	CCNA_03263	TonB-dependent receptor	−2.89	−2.68
CC_3335	reannotated	Hypothetical protein	−4.54	−5.88
CC_3336	CCNA_03444	TonB-dependent receptor	−2.51	−2.38
**Energy Metabolism**				
CC_0277	CCNA_00279	NAD(P)H dehydrogenase (quinone)	−3.11	−4.74
CC_1401	CCNA_01467	Cytochrome cbb3 oxidase subunit I ccoN	−2.76	−6.07
CC_1951	CCNA_02028	NTF2 enzyme family protein	−2.11	−2.23
CC_1952	CCNA_02029	NADH-quinone oxidoreductase chain D	−2.18	−2.23
CC_1954	CCNA_02031	NADH-quinone oxidoreductase chain C	−2.09	−2.16
CC_2115	CCNA_02200	Cytochrome c-family protein	−3.02	−4.61
CC_2494	CCNA_02579	Cytochrome P450 (Heme)	−3.31	−4.43
CC_3526	CCNA_03641	Succinate dehydrogenase iron-sulfur protein (Fe-S cluster)	−2.35	−3.12
CC_3527	CCNA_03642	Succinate dehydrogenase flavoprotein subunit	−2.84	−2.95
CC_3528	CCNA_03643	Succinate dehydrogenase membrane anchor subunit	−3.11	−3.29
CC_3529	CCNA_03644	Succinate dehydrogenase cytochrome B-556 subunit	−2.87	−2.89
**Miscellaneous**				
CC_1363	CCNA_01425	H+ translocating pyrophosphatase	−3.35	−2.78
CC_2479	CCNA_02564	acyl-CoA dehydrogenase, short-chain specific	−2.38	−2.29
CC_2518	CCNA_02603	Phosphatidylserine decarboxylase (DUF1254)	−3.05	−4.79
CC_3085	CCNA_03181	Alcohol dehydrogenase (Zinc or iron)	−4.05	−2.28
**Regulators**				
CC_0752	CCNA_00789	Hypoxia transcriptional regulator FixK	−3.02	−4.08
CC_0753	CCNA_00790	Hypoxia negative feedback regulator FixT	−2.63	−3.65
CC_1410	CCNA_01476	CRP-family transcription regulator FtrB	−6.56	−13.47

^a^ Values are fold changes in the expression levels as described in Table 1. Negative values denote downregulation.

**Figure 2:**
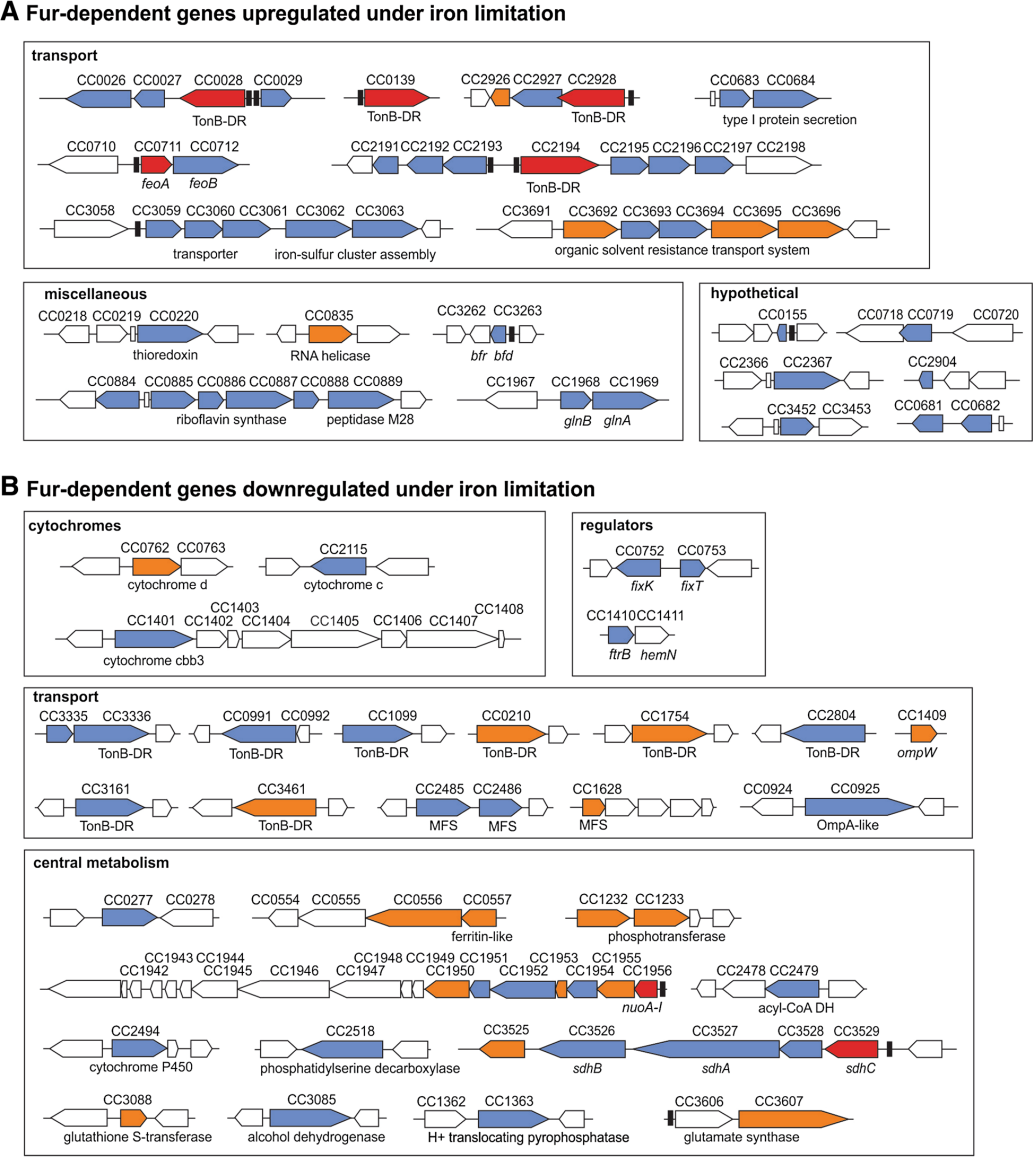
**Genomic organization of the *C. crescentus *Fur regulon.** The chromosomal clusters of the iron-responsive and Fur-regulated genes are organized in functional categories grouped in separate panels. Genes are also grouped as upregulated **(A)** or downregulated **(B)** under both iron limitation and *fur* mutation. The arrows indicate each open reading frame and their orientation on the chromosome. Differentially expressed genes are indicated in blue. Genes that have been experimentally shown to be directly regulated by Fur [6] are indicated in red. Selected genes that were either iron or Fur regulated (Tables 3, 4 and Additional file 1: Table S1) and showed expression change very close to our cutoff criterion on the other condition are shown in orange. Vertical blocks indicate the location of the Fur binding sites detected by the MEME search described in Figure 1, where sites predicted *in silico* are white and experimentally validated by EMSA are black [6].

**Table 3:** Genes upregulated exclusively in response to iron limitation

**Gene CB15**	**Gene NA1000**	**Predicted function**	**Fold change**^**a**^
**Amino acid metabolism**			
CC_0013	CCNA_00013	Protein-PII uridylyltransferase GlnD	2.62
CC_0272	CCNA_00273	Peptide deformylase (FeII)	2.81
CC_0977^b^	CCNA_01028	Cytosol aminopeptidase (Zinc or Manganese)	4.62
CC_1612	CCNA_01684	Phenylalanine-4-hydroxylase (Iron)	2.33
CC_2481^b^	CCNA_02566	Membrane alanine aminopeptidase (Zinc)	2.90
CC_2532	CCNA_02615	Homogentisate 1,2-dioxygenase (Iron)	2.38
CC_2533	CCNA_02616	4-hydroxyphenylpyruvate dioxygenase (Iron)	2.49
CC_3686	CCNA_03800	Diaminopimelate epimerase	2.25
**Iron-sulfur cluster assembly/repair**			
CC_0061	CCNA_00059	Oxygen-insensitive NADH nitroreductase	3.31
CC_0062	CCNA_00060	Mitochondrial-type Fe-S cluster assembly protein NFU	4.60
CC_0132^b^	CCNA_00131	Rrf2 family protein	3.30
CC_1857	CCNA_01933	Hypothetical protein	5.66
CC_1858	CCNA_01934	HesB protein family	5.66
CC_1859	CCNA_01935	FeS assembly SUF system protein	5.50
CC_1860	CCNA_01936	Cysteine desulfurase/Selenocysteine lyase	7.58
CC_1861	CCNA_01937	SufD protein	5.90
CC_1862	CCNA_01938	ATP-dependent transporter sufC	7.89
CC_1863	CCNA_01939	ADP-ribosylglycohydrolase	8.30
CC_1864	CCNA_01940	ABC transporter-associated protein sufB	7.81
CC_1865	CCNA_01941	Cysteine desulfhydrase/Selenocysteine lyase	7.09
CC_1866^b^	CCNA_01942	Rrf2 family transcriptional regulator	7.98
**Oxidative stress**			
CC_0141	CCNA_00140	Glutathione synthetase	2.55
CC_0993	CCNA_01045	Conserved hypothetical cytosolic protein (DUF419)	2.84
CC_0994^b^	CCNA_01046	Peptide methionine sulfoxide reductase msrA	3.07
CC_1315	CCNA_01375	Lactoylglutathione lyase	2.97
CC_1316^b^	CCNA_01376	Glutathione S-transferase	3.93
**Heat shock response**			
CC_0685	CCNA_00721	Chaperonin GroEL	2.33
CC_0686^b^	CCNA_00722	Co-chaperonin GroES	2.27
CC_0878	CCNA_00922	ClpB protein	2.71
CC_2258	CCNA_02341	Small heat shock protein	5.50
CC_2467	CCNA_02552	ATP-dependent Clp protease adaptor protein ClpS	2.42
CC_2468	CCNA_02553	ATP-dependent clp protease ATP-binding subunit ClpA	2.63
CC_2509	CCNA_02594	Endopeptidase htpX	8.09
CC_2510^b^	CCNA_02595	Hypothetical protein	8.94
CC_3098^b^	CCNA_03195	RNA polymerase sigma factor RpoH	5.16
CC_3592^b^	CCNA_03706	Small heat shock protein	3.42
CC_3727^b^	CCNA_03843	ATP-dependent endopeptidase hsl proteolytic subunit hslV	3.48
CC_3728	CCNA_03844	ATP-dependent endopeptidase hsl ATP-binding subunit hslU	2.49
**Detoxification/Resistance**			
CC_0321	CCNA_00323	Low-affinity zinc transport protein	2.80
CC_0807	CCNA_00850	Cation/multidrug efflux pump acrB2	4.59
CC_0808	CCNA_00851	Periplasmic multidrug efflux lipoprotein precursor	4.14
CC_3195^b^	CCNA_03299	Outer membrane protein oprM	3.32
CC_3197	CCNA_03301	Cation/multidrug efflux pump acrB	2.70
CC_3443	CCNA_03556	Quaternary ammonium compound-resistance protein	2.34
CC_3681^b^	CCNA_03795	Tellurium resistance protein terB	4.33
**DNA metabolism**			
CC_0260	CCNA_00261	Ribonucleoside-diphosphate reductase beta chain (Iron)	2.79
CC_2229	CCNA_02312	SLA2 protein (TraB family)	2.64
CC_2590	CCNA_02673	Excinuclease ABC subunit A	2.22
CC_3492	CCNA_03607	Ribonucleoside-diphosphate reductase alpha chain (Iron)	3.51
**Miscellaneous**			
CC_0653	CCNA_00690	CarD-like transcriptional regulator	2.14
CC_0679	CCNA_00718	Abortive infection protein	2.52
CC_0827	CCNA_00870	Putative cytosolic protein (DUF1178)	2.77
CC_0883	CCNA_00927	Hypothetical protein	3.65
CC_2018	CCNA_02097	Periplasmic glucan glucosyltransferase	2.11
CC_2129	CCNA_02213	NADH dehydrogenase (Fe-S cluster)	3.60
CC_2506	CCNA_02592	Thioesterase	2.48
CC_2653^b^	CCNA_02736	Nitroreductase family	3.37
CC_2659	CCNA_02742	Oxalate/formate antiporter (MSF transporter)	3.11
CC_2926^c^	CCNA_03021	Hypothetical protein	4.14
CC_3002	CCNA_03097	Aldo/keto reductase family protein	4.69
CC_3019	CCNA_03113	Membrane-associated phospholipid phosphatase	3.48
CC_3385^b^	CCNA_03496	Putative cytosolic protein (DUF328)	2.96
CC_3406	CCNA_03517	Cytochrome c oxidase polypeptide I coxA	2.32
CC_3692^c^	CCNA_03806	Outer membrane lipoprotein	11.60
CC_3695^c^	CCNA_03809	Organic solvent resistance transport system permease	4.68
CC_3696^c^	CCNA_03810	Organic solvent resistance transport system ATP-binding protein	4.81

^a^ Values are fold changes in the expression levels comparing wild type cells exposed to iron-limiting *versus* iron-replete conditions (WT DP/ WT Fe).

^b^ Promoters of these genes have a predicted RpoH-binding motif identified in McGrath *et al*., (2007) [39].

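For the marked genes the log2 ratio in the fur mutant was 1.44 ± 0.03 (SD, n = 2) for CC2926, 0.66 ± 0.033 for CC3692, 0.82 ± 0.11 for CC3695 and 0.95 ± 0.014 for CC3696. The probes past 2-fold on replicates 1 and 2 numbered 2 and 2 for CC2926, 2 and 2 for CC3692, 3 and 2 for CC3695 and 2 and 3 for CC3696, out of 4. CC3695 met the criterion when outlier spots were kept. 1 of the 4 last probes of CC3695 was not well above background in Cy3 on either iron limitation array.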

^c^These genes are probably also upregulated in the *fur* mutant since their expression changes were very close to our cutoff criterion.

**Table 4:** Genes downregulated exclusively in response to iron limitation

**Gene CB15**	**Gene NA1000**	**Predicted function**	**Fold change**^**a**^
**Amino acid metabolism**			
CC_0049	CCNA_00047	tRNA m7-G46 methyltransferase	−3.12
CC_0050	CCNA_00048	S-adenosylmethionine synthetase	−3.05
CC_0167	CCNA_00166	Hypothetical protein (transglutaminase-like cysteine proteinase)	−2.22
CC_0257	CCNA_00257	Adenosylhomocysteinase	−3.12
CC_0482	CCNA_00515	Cobalamin-independent methionine synthase (Zinc)	−2.49
CC_0984	CCNA_01035	Gamma-glutamyltranspeptidase	−2.68
CC_1048	CCNA_01100	Acylamino-acid-releasing enzyme	−2.73
CC_2137	CCNA_02221	Methionine synthase I metH (Zinc)	−2.52
CC_2138	CCNA_02222	5-methyltetrahydrofolate	−2.72
CC_2139	CCNA_02223	Beta-lactamase, type II (Zinc)	−2.83
CC_2140	CCNA_02224	Methylenetetrahydrofolate reductase	−2.39
CC_2840	CCNA_02933	Aminopeptidase	−2.14
CC_3044	CCNA_03139	Dihydroxy-acid dehydratase (Fe-S cluster)	−3.35
CC_3246	CCNA_03355	Acylamino-acid-releasing enzyme	−2.20
CC_3606	CCNA_03721	Glutamate synthase (NADPH) small chain	−2.30
CC_3607^b^	CCNA_03722	Glutamate synthase (NADPH) large chain (Fe-S cluster)	−2.51
**Chemotaxis and motility**			
CC_0430	CCNA_00439	Methyl-accepting chemotaxis protein	−2.97
CC_0431	CCNA_00440	CheX protein	−2.50
CC_0432	CCNA_00441	Chemotaxis receiver domain protein cheYI	−2.31
CC_0433	CCNA_00442	Chemotaxis histidine kinase protein cheAI	−2.11
CC_0901	CCNA_00946	Basal-body rod modification protein FlgD	−2.38
CC_0902	CCNA_00947	Flagellar hook protein FlgE	−2.23
CC_1399	CCNA_01465	Methyl-accepting chemotaxis protein	−2.22
CC_1456	CCNA_01523	Acetyltransferase flmH	−2.63
CC_2846	CCNA_02939	Conserved hypothetical protein	−5.24
CC_2847	CCNA_02940	Methyl-accepting chemotaxis protein	−3.44
**Energy Metabolism**			
CC_1942	CCNA_02020	NADH-quinone oxidoreductase chain I (Fe-S cluster)	−2.12
CC_1943	Unannotated	Hypothetical protein	−2.20
CC_1944	CCNA_02021	Hypothetical protein	−2.26
CC_1946	CCNA_02023	NADH-quinone oxidoreductase chain G (Fe-S cluster)	−2.05
CC_1953^b^	CCNA_02030	Hypothetical protein	−2.19
CC_3525^b^	CCNA_03640	Ferredoxin reductase subunit (Fe-S cluster)	−2.30
CC_3659	CCNA_03774	Citrate lyase beta chain/citryl-CoA lyase subunit	−2.00
CC_3667	CCNA_03781	Aconitate hydratase (Fe-S cluster)	−2.30
**Miscellaneous**			
CC_0566	CCNA_00601	MoxR-like ATPase	−2.04
CC_1409^b^	CCNA_01475	OmpW family outer membrane protein	−3.21
CC_1754^b^	CCNA_01830	TonB-dependent receptor	−2.07
CC_2389	CCNA_02472	Cobalt-zinc-cadmium resistance protein czcB	−2.42
CC_3081	CCNA_03177	Methylmalonyl-CoA mutase MeaA-like protein	−2.55
CC_3127^b^	CCNA_03227	TonB-dependent receptor	−2.41
CC_3413	CCNA_03524	Di-/tripeptide transporter (Major Facilitator Superfamily)	−2.48
CC_3461^b^	CCNA_03574	TonB-dependent receptor	−2.70
**Hypothetical**			
CC_0600	CCNA_00636	Hypothetical protein	−2.16
CC_1068	CCNA_01121	Conserved hypothetical protein	−2.40
CC_1102	CCNA_01158	Hypothetical protein	−2.47
CC_2745^b^	CCNA_02831	Conserved hypothetical protein (DUF2272)	−3.14
CC_3412	CCNA_03523	Hypothetical protein (Acetyltransferase (GNAT) family)	−2.18

^a^ Values are fold changes in the expression levels as described in Table 3. Negative values denote downregulation.

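Of its 4 last probes, CC3607 had 4 and 2 past 2-fold on fur replicates 1 and 2, CC3525 had 3 and 2, CC3127 3 and 1, CC1754 1 and 3, CC2745 0 and 3 and CC1953 0 and 1. CC3461 had 2 and 2. In the mutant the log2 ratio (SD, n = 2) was -0.96 ± 0.29 for CC3127, -1.01 ± 0.11 for CC1754 and -0.95 ± 0.036 for CC1953, and CC2745 had -0.91 and -1.09 on replicates 1 and 2.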

^b^These genes are probably also downregulated in the *fur* mutant since their expression changes were very close to our cutoff criterion.

The genes upregulated by both iron limitation and *fur* mutation (Fe^2+^-Fur repressed genes) were grouped into functional categories and according to their transcriptional organization in the chromosome (Table 1; Figure 2A). Many of these genes are organized in large clusters that contain at least one gene predicted to be involved in transport, implicating them in iron-acquisition associated functions (Figure 2A). These include four gene clusters containing TonB-dependent receptors, which are outer membrane proteins probably involved in Fe^3+^-siderophore acquisition (CC0028-27-26, CC0139, CC2194-95-96-97 and CC2928-27-26), the operon encoding the ferrous iron transporter FeoAB (CC0711-12) as well as two gene clusters encoding predicted ABC transporters (CC3692-93-94-95-96 and CC0683-84) and two gene clusters encoding hypothetical proteins that are putative transporters (CC2193-92-91 and CC3059-60-61-62-63) (these last two operons are discussed below). Although none of these putative transporters have been characterized yet, their high derepression by both iron limitation and *fur* mutation (Table 1) indicates that they could play a major role in the adaptation of *C. crescentus* to low-iron conditions. 

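Of the transport genes of Table 1, 25 in number, 22 met the criterion under iron limitation and 24 in the fur mutant, with median log2 ratios of 2.69 and 2.88. Values are given as mean ± SD of 2 arrays, first under iron limitation and then in the mutant. The genes of TonB-dependent receptors had ratios of 3.29 ± 0.24 and 3.88 ± 0.17 (CC0139), 3.53 ± 0.46 and 4.36 ± 0.16 (CC2194) and 3.09 ± 0.013 and 3.39 ± 0.039 (CC2928). In the same clusters CC0027 had 3.79 ± 0.53 and 4.57 ± 0.03, CC0026 2.06 ± 0.25 and 2.45 ± 0.072, CC2195 2.15 ± 0.12 and 2.85 ± 0.051, and CC2927 4.43 ± 0.27 and 4.87 ± 0.12. CC2196 (1.24 and 1.49) and CC2197 (1.32 and 1.66) rose less. In Cy3 of the iron limitation arrays 1 of the 4 last probes of CC0026 and of CC2196 was not well above background. For the ferrous iron transporter genes no difference between the experiments was detected (adjusted p = 0.981 and 0.794), with 3.10 ± 0.063 and 3.09 ± 0.29 for CC0711 and 2.42 ± 0.11 and 2.38 ± 0.13 for CC0712. The ABC transporter cluster CC3692 to CC3696 rose more under iron limitation, by 1.92 to 2.60, than in the mutant, by 0.66 to 1.29, and the difference passed an adjusted p of 0.05 for all 5 genes. In the other ABC transporter cluster CC0683 had 1.21 ± 0.065 and 1.46 ± 0.12 and CC0684 1.16 ± 0.044 and, in the mutant, 1.49 and 1.47 on replicates 1 and 2, and CC0683 had 3 and 2 probes past 2-fold on the iron limitation replicates. From the derepression of these transporters in both experiments, the paper proposes that they could have a major role when iron is low. It adds that none of them had been characterized.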

Unexpectedly, it has been shown, using hyper-saturated transposon mutagenesis, that *feoAB* is an essential operon in *C. crescentus* even for growth on rich media (iron sufficiency) [22], highlighting the vital role of iron acquisition in this bacterium.

In addition to these putative iron acquisition systems, a riboflavin biosynthesis operon (CC0885-86-87-88-89) as well as the *bfd* gene (CC3263) encoding a ferredoxin associated with bacterioferritin were upregulated by both iron limitation and *fur* mutation (Table 1; Figure 2A). It has been reported for *Helicobacter pylori* and *Campylobacter jejuni* that the production of riboflavin is also regulated by iron and Fur and secreted riboflavin has a role in Fe^3+^ reduction and hence in iron acquisition [23,24]. 

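The 5 genes of the riboflavin operon met the criterion in both experiments. Under iron limitation their log2 ratios (SD, n = 2) were 2.36 ± 0.22 for CC0885, 2.67 ± 0.26 for CC0886, 3.57 ± 0.26 for CC0887, 3.70 ± 0.43 for CC0888 and 2.47 ± 0.21 for CC0889. The ratios in the fur mutant were lower, with a highest one of 2.10 (CC0888), and that of CC0885 was 1.43 and 1.56 on replicates 1 and 2. This difference exceeded the spread between arrays for all 5 genes, with limma adjusted p values from 7.20e-04 (CC0887) to 0.0111 (CC0886). For CC0885, 1 of the 4 last probes was not well above background in either channel of any array. The bfd gene (CC3263) had the largest log2 ratio of all genes that met the criterion in both experiments, 5.68 ± 0.18 under iron limitation and 5.21 ± 0.066 in the mutant. With all its probes averaged, upstream ones included, the values were 2.18 and 2.05.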

Genes involved in oxidative stress response (CC0220), RNA processing (CC0835), transcriptional regulation (CC0884) and ammonia assimilation (CC1968-69) were also Fe^2+^-Fur repressed. 

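CC0220 had log2 ratios (SD, n = 2) of 1.68 ± 0.029 under iron limitation and 1.52 ± 0.082 in the fur mutant, and the GntR family regulator CC0884 had 2.32 ± 0.0083 and 1.27 ± 0.12. The helicase gene CC0835 met the criterion in the mutant (1.24 ± 0.09), and under iron limitation (1.02 ± 0.11) it had 3 and 1 probes past 2-fold. For glnB (CC1968) the ratios were 1.49 and 1.52 on replicates 1 and 2 of iron limitation and 1.77 ± 0.18 in the mutant, and for glnA (CC1969) 1.21 ± 0.0079 and 1.22 ± 0.23. CC1969 met the criterion under iron limitation, and in the mutant 4 and 2 of its 4 last probes passed. Of these 5 genes only CC0884 differed between the experiments at an adjusted p under 0.05 (7.20e-04).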

A tight connection between iron homeostasis and nitrogen metabolism has been reported for the nitrogen-fixing cyanobacterium *Anabaena sp*. [25].

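Among the genes of unknown function in Table 1, CC2367 had log2 ratios (SD, n = 2) of 3.57 ± 0.49 under iron limitation and 3.88 ± 0.059 in the fur mutant, and CC2904 had 2.32 ± 0.19 and 2.54 ± 0.84. CC0155 (2.84 ± 0.21 and 2.11 ± 0.059), CC0719 (2.62 ± 0.41 and 1.34 ± 0.13) and CC3452 (1.04 ± 0.017 and 1.06 ± 0.13) rose as well. CC0719 had 2 and 3 of its 4 last probes past 2-fold on the replicates of each experiment, and it passed the criterion with outlier spots kept. CC0681, at 2.98 ± 0.24 and 1.77 ± 0.29, met the criterion in both experiments. CC0682, at 3.31 ± 0.16 and 1.80 ± 0.58, met it under iron limitation, and in the mutant 2 and 3 probes passed, and 3 or more on both arrays once outlier spots were kept.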

Finally, seven genes encoding hypothetical proteins were also upregulated by both iron limitation and *fur* mutation, of which two genes are of particular interest (CC0681 and CC0682). A previous report, based on tiled microarray analysis, suggested the existence of two candidate small regulatory RNAs (sRNAs) located in the intergenic regions between CC0680-CC0681 and C00681-CC0682, but attempts to validate these sRNAs by Northern blot allowed the detection of only a large transcript comprising all this region [26]. 

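Along CC0682 the probes that start at 1 to 256 bp of the tiled window had log2 ratios between -0.18 and 0.94 under iron limitation. At 307 bp, just past the start codon, the ratio was 2.88 under iron limitation and 1.65 in the fur mutant. The window of CC0681 reaches 300 bp upstream of its start codon, and there all probes with a value had risen, from 2.67 to 3.65 under iron limitation and from 1.38 to 2.00 in the mutant. Of these, the probe at 222 bp of CC0681 had only outlier spots on the iron limitation arrays.

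**Figure D3:**
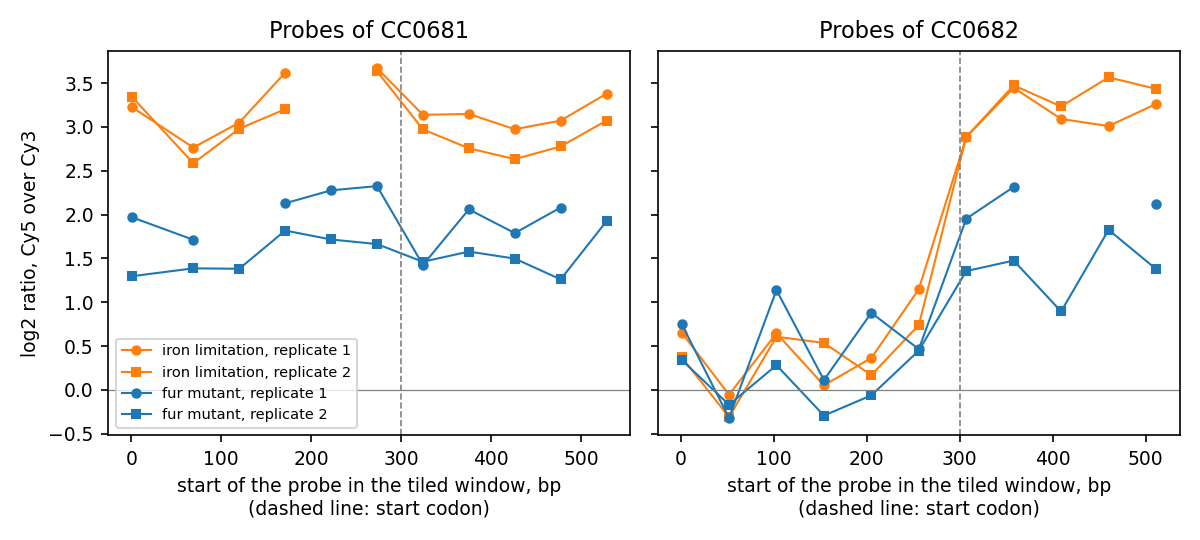
Log2 ratio of each sense probe (vertical axis) of CC0682 and CC0681 against the start of the probe in the tiled window of its gene (horizontal axis, bp), with 1 line per array and a dashed line at the start codon. In CC0682 the ratios rise between 256 and 307 bp on the iron limitation arrays, and in CC0681 they are raised along the whole window.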

Considering that the putative operon CC0682-sRNA1-CC0681-sRNA2 was found to be Fe^2+^-Fur repressed in our microarray analyses (Table 1, Figure 2A) we are tempted to speculate that it could be processed under iron limitation, generating two sRNAs and two mRNAs translated to small proteins. These components could mediate the iron sparing response in *C. crescentus*, similarly to what was observed in *Bacillus subtilis* in which a sRNA (FsrA) and three small basic proteins (FbpA, FbpB e FbpC) act in conjunction to repress the expression of iron-rich proteins [13].

Additionally to these Fe^2+^-Fur repressed genes, our microarray analyses allowed us to identify the genes positively regulated by Fe^2+^-Fur, in other words, the genes that were downregulated by both iron limitation and *fur* mutation (Table 2; Figure 2B). 

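All 27 genes of Table 2 had negative log2 ratios in both experiments, each with an adjusted p under 0.05 by limma over all genes and adjusted over the list alone. The study chose this list on these arrays, so the second count is not independent evidence. The criterion was met by 23 of them under iron limitation and by 26 in the fur mutant. Under iron limitation CC1099 and CC3085 each had 3 and 2 probes past 2-fold on replicates 1 and 2, CC2479 had 2 and 2 and CC3336 had 4 and 2. The medians were -1.39 and -1.47. CC3085, with -1.15 ± 0.52 and -1.24 ± 0.24, is the one gene of this list whose direction depended on the averaging, since the mean of linear ratios gave 0.87 under iron limitation. 1 of its 4 last probes was not well above background in Cy3 of the iron limitation arrays. The fall differed between the experiments for 10 of the 27 genes, and it was larger in the mutant for 20.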

As expected, many of these genes encode iron-containing enzymes. These included succinate dehydrogenase (*sdh* operon, CC3529-28-27-26-25), NADH ubiquinone oxidoreductase (*nuo* operon, CC1956-55-54-53-52-51-50), cytochromes (CC0762, CC1401 and CC2115), cytochrome P450 enzyme (CC2494), glutamate synthase (CC3607), a hypothetical protein predicted as catalase and a hypothetical protein with a ferritin-like domain (CC0556-57). This mechanism of repressing iron-rich enzymes to prioritize iron usage when this metal is scarce, sometimes referred as iron sparing response, has been described in many bacteria, such as *E. coli*[10,21,27], *P. aeruginosa*[11] and *B. subtilis*[13,28].

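In the sdh operon the log2 ratios (SD, n = 2) under iron limitation and in the fur mutant were -1.64 ± 0.12 and -1.72 ± 0.013 for CC3528, -1.50 ± 0.083 and -1.57 ± 0.069 for CC3527, -1.24 ± 0.13 and -1.65 ± 0.074 for CC3526 and -1.03 ± 0.016 and -1.11 ± 0.043 for CC3529. For CC3525 the values were -1.20 ± 0.058 and -1.03 ± 0.081, with 3 and 2 of its 4 last probes past 2-fold in each experiment. From CC1956 to CC1950 the nuo genes fell by less, with medians of -1.07 and -1.02 and the smallest change for CC1955 (-0.72 and -0.90). The criterion was met by 4 of the 7 nuo genes under iron limitation and by 3 in the mutant. The cytochrome genes fell further in the mutant, with -0.95 ± 0.11 and -1.85 ± 0.32 for CC0762, -1.45 ± 0.034 and -2.63 ± 0.12 for CC1401 and -1.67 ± 0.18 and -2.36 ± 0.12 for CC2115, and the difference passed an adjusted p of 0.05 for all 3. For CC2115, 1 of the 4 last probes was not well above background in Cy5 of all arrays and in Cy3 of the iron limitation arrays. CC2494 had -1.80 ± 0.57 and -2.21 ± 0.49, and CC3607 had -1.38 ± 0.077 and -1.13 ± 0.17. Under iron limitation CC0556 (-1.06 ± 0.25) and CC0557 (-0.88 ± 0.30) did not meet the criterion because replicate 2 had no probe past 2-fold, and in the mutant both met it (-1.19 and -0.95).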

Unexpectedly, a large number of genes encoding proteins involved in transport were also downregulated by both iron limitation and *fur* mutation (Table 2; Figure 2B). Among these, there are transporters belonging to the major facilitator superfamily (MFS) (CC1628, CC2485-86), porins (CC0925 and CC1409) and many TonB-dependent receptors. 

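Under iron limitation and in the fur mutant the log2 ratios (SD, n = 2) of the MFS transporter genes were -0.84 ± 0.18 and -1.13 ± 0.21 for CC1628 and -1.14 ± 0.087 and -1.19 ± 0.025 for CC2486. CC1628 met the criterion only in the mutant. CC0925 fell by more under iron limitation (-3.21 ± 0.098) than in the mutant (-1.47 ± 0.27), a difference of -1.73 (limma adjusted p = 7.10e-04). Upstream of CC0925 the probes went the other way in the mutant, with a median of 1.27. With all probes averaged, CC0925 had -1.46 and -0.33, and the second no longer passed limma's test. The porin gene CC1409 had -1.13 ± 0.14 and -1.73 ± 0.069, with 2 and 3 and then 2 and 2 of its 4 last probes past 2-fold. Among the TonB-dependent receptor genes CC1099 had -1.46 ± 0.53 and -1.32 ± 0.33. The 9 transport genes of Table 2 had medians of -1.39 and -1.32.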

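The transport genes CC3336, CC3161, CC3461, CC0991, CC2804 and CC2485 all fell in both experiments. Their log2 ratios (SD, n = 2) under iron limitation were -1.38 ± 0.21, -1.57 ± 0.026, -1.57 ± 0.16, -1.32 ± 0.18, -1.39 ± 0.13 and -1.32 ± 0.16, in that order. In the fur mutant they were -1.32 ± 0.049, -1.46 ± 0.14, -1.50 ± 0.039, -1.20 ± 0.078, -1.30 ± 0.18 and -1.70 ± 0.011. Only CC2485 differed between the 2 experiments at a limma adjusted p under 0.05 (0.0223). The criterion was met by 4 of the 6 genes in each experiment, all but CC3336 and CC3461. For CC3461, 1 of the 4 last probes was not well above background in either channel of the iron limitation arrays.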

At least six of these genes (CC3336, CC3161, CC3461, CC0991, CC2804 and CC2485) are also highly induced by carbon limitation [29] and are positively regulated by CfrA, a sRNA that regulates adaptation to carbon starvation in *C. crescentus*[30]. Although the reason for these genes to be repressed by iron limitation and induced by carbon starvation is still not clear, it is reasonable to suppose that these TonB-dependent receptors are required for uptake of carbohydrates instead of Fe^3+^-siderophore complexes, since it has recently been shown that novel substrates, such as nickel and different carbohydrates, are transported via TonB-dependent receptors [31].

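The log2 ratios (SD, n = 2) of fixK (CC0752) were -1.66 ± 0.29 under iron limitation and -2.14 ± 0.35 in the fur mutant. Those of fixT (CC0753) were -1.04 ± 0.066 and -1.54 ± 0.16, and those of ftrB (CC1410) -2.82 ± 0.081 and -3.95 ± 0.51. CC1410 had the largest fall in the mutant of all genes that met the criterion there, and 1 of its 4 last probes was not well above background in Cy5 of the iron limitation arrays. All 3 genes met the criterion in both experiments. The larger fall in the mutant passed an adjusted p of 0.05 for CC0753 (0.0105) and CC1410 (0.0111) and not for CC0752 (0.104).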

Importantly, three genes (*fixK*, *fixT* and *ftrB*) encoding regulatory proteins that specify an oxygen signaling network required for *C. crescentus* growth under hypoxia [32] were found to be downregulated by both iron limitation and *fur* mutation (Table 2; Figure 2B). The *C. crescentus* Fix signaling system consists of the sensor histidine kinase FixL (a heme-binding oxygen sensor), its cognate response regulator FixJ, the transcriptional regulator FixK, and the kinase inhibitor FixT (the core FixLJ–FixK–FixT), besides the downstream regulators FtrA and FtrB [32]. Consistent with downregulation of *fixK*, many hypoxia-dependent FixK-activated genes containing a FixK binding site [32], were also downregulated by both iron limitation and *fur* mutation, including CC1409 (*ompW*), CC1410 (*ftrB*), CC0762 (*cydA*), CC1401 (*ccoN*), CC0753 (*fixT*), CC2115 and CC0277 (Table 2; Figure 2B). Therefore, the FixK-dependent hypoxia stress response seems to be positively regulated by Fe^2+^-Fur under iron sufficiency and repressed in iron limitation condition, similarly to what was described for the anaerobic regulator Fnr in *E. coli*[21] and *Salmonella enterica serovar Typhimurium*[33]. 

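The 7 FixK-activated genes fell in both experiments, with medians of -1.45 under iron limitation and -2.36 in the fur mutant. The fall was larger in the mutant for all 7, and each difference passed a limma adjusted p of 0.05. It was 0.90 for CC0762, 1.18 for CC1401, 0.69 for CC2115 and 0.61 for CC1409, as the iron limitation minus the mutant log2 ratio. CC0277, which encodes a quinone dehydrogenase, had -1.70 ± 0.0046 and -2.52 ± 0.26 (SD, n = 2).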

The regulatory link between oxygen and iron availability could be mediated by the histidine kinase FixL that senses oxygen through its heme-containing amino-terminal PAS domain [32].

To further discriminate whether regulation by Fur was direct or indirect, we conducted *in silico* searches in the upstream region of all up- and down-regulated genes identified in the microarray experiments (Figure 1). MEME-based analyses, including all genes together or each group of genes separately, identified a motif very similar to the Fur binding site previously detected in *C. crescentus*[6]. These Fur binding sites were detected only for genes regulated by both iron and Fur (Figure 1). As indicated in Figure 2, sixteen Fur binding sites were identified in the group of the genes upregulated by both iron limitation and *fur* mutation, indicating that most of these genes (37 out of 47 genes) are direct target for Fur-mediated repression. In contrast, only three Fur binding sites were detected in the group of the genes downregulated by both iron limitation and *fur* mutation, suggesting that Fur indirectly mediates positive regulation of many genes, in addition to the direct positive regulation previously demonstrated [6].

### Fur-independent regulation of *C. crescentus* iron-responsive genes

In addition to the Fur modulon iron limitation also affected the *C. crescentus* transcriptome in a Fur-independent manner, given that 66 genes were upregulated (Table 3) and 47 genes were downregulated (Table 4) during growth in iron-limitation condition that were not affected by the *fur* mutation (Figure 1).

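For the 66 genes of Table 3 the highest log2 ratio was 3.05 under iron limitation, and their median in the fur mutant was 0.43. For the 47 genes of Table 4 the medians were -1.22 and -0.32. The criterion was met under iron limitation by 56 and 36 of them and in the mutant by 0. A limma test of the fur ratio against 0 passed an adjusted p of 0.05 for 53 of the 66 and 38 of the 47, and adjusted over the list alone for 55 and 38. In the mutant 60 of the 66 and 44 of the 47 had the sign of the iron limitation response. The difference between the 2 responses passed that threshold for 65 and 38 genes, with the same counts adjusted over the list alone, and it was at least 2-fold for 45 and 19. Both lists were chosen in the study on these arrays. From the genes changed by iron limitation and not by the fur mutation, the paper concludes that iron limitation also acts on the transcriptome independently of Fur.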

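The log2 ratios (SD, n = 2) of the suf cluster under iron limitation were 2.95 ± 0.092 for CC1866, 2.31 ± 0.16 for CC1865, 2.85 ± 0.032 for CC1864, 3.05 ± 0.078 for CC1863 and 2.97 ± 0.048 for CC1862. Those of the next genes were 2.59 ± 0.16 for CC1861, 2.89 ± 0.034 for CC1860, 2.37 ± 0.087 for CC1859, 2.14 ± 0.23 for CC1858 and 2.45 ± 0.053 for CC1857. All but CC1865, with 3 and 2 probes past 2-fold on replicates 1 and 2, met the criterion. 1 of the 4 last probes of CC1860 was not well above background in Cy3 of these arrays.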

Among the genes strongly upregulated exclusively in response to iron limitation there is a large gene cluster (CC1866-65-64-63-62-61-60-59-58-57), which encodes the transcriptional repressor IscR (CC1866) and enzymes of the Suf system of Fe-S cluster biogenesis (Table 3). *E. coli* possesses two operons implicated in Fe-S cluster assembly, *iscRSUA-hscBA-fdx*, encoding the housekeeping Fe-S cluster biogenesis pathway and *sufABCDSE*, which synthesize Fe-S clusters under iron limitation or oxidative stress conditions [34,35), whereas *C. crescentus* appears to have only one operon that contains a combination of *isc* (CC1866-65, *iscRS*) and *suf* (CC1864-62-61-60, *sufBCDS*) genes. In *E. coli* both *isc* and *suf* operons are induced by iron limitation and oxidative stress, but while the *isc* genes are regulated by IscR, the *suf* genes are under control of OxyR and Fur [21,34-36]. 

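In the fur mutant the 10 genes CC1866 to CC1857 also had positive log2 ratios, from 0.37 ± 0.13 (CC1859) to 0.94 ± 0.12 (CC1866; SD, n = 2), with a median of 0.71. Each had a limma adjusted p under 0.05 against 0, the highest 0.0118 for CC1858, and rose on both arrays. That of CC1858 no longer passed without fur mutation replicate 2 (0.31), and neither did that of CC1859 (0.28). None met the criterion. The response under iron limitation was larger for all 10, by 1.53 (CC1865) to 2.30 (CC1863) on the log2 scale, and the highest adjusted p of these differences was 7.14e-04 (CC1858).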

In *C. crescentus* upregulation of this large operon by iron limitation is Fur-independent and we postulate that it could be mediated by IscR via an IscR binding site previously predicted upstream of the CC1866 gene [17]. Because IscR senses damage to the Fe-S clusters of the cell, it is possible that iron limitation is generating some kind of stress in *C. crescentus* which is able to damage Fe-S clusters.

In agreement with this assumption, many of the genes upregulated exclusively by iron limitation are related to various stress responses (Table 3) and were found to be induced when *C. crescentus* was submitted to heavy metal stress [37]. Among the genes induced by both iron limitation and heavy metal stress (mainly cadmium stress), there are those related to oxidative stress defense (CC0141, CC0994, CC1316), detoxification efflux pumps (CC3195, CC3197), DNA repair (CC2590) and nucleotide biosynthesis (CC0260, CC3492) (Table 3). 

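All 8 genes met the criterion under iron limitation. Their log2 ratios (SD, n = 2) were 1.34 ± 0.20 for CC0141, 1.16 and 1.35 on replicates 1 and 2 for CC0994 and 1.92 ± 0.35 for CC1316, 1.86 ± 0.068 for CC3195 and 1.43 ± 0.056 for CC3197, 1.19 ± 0.0032 for CC2590, and 1.47 ± 0.11 for CC0260 and 1.79 ± 0.15 for CC3492. Their fur mutant ratios ranged from 0.057 (CC0260) to 0.94 (CC3195), and none met the criterion. The responses of all 8 genes differed between the experiments at an adjusted p under 0.05, the least clearly for CC2590 (difference 0.58, adjusted p = 0.00723). The wild-type Cy3 signal of CC0994 was higher on the fur arrays than on the iron limitation arrays, by 1.42 on the log2 scale. For CC3195, 2 of the 4 last probes passed 2-fold on fur replicate 1 and 0 on replicate 2. The heavy metal data themselves were not used here.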

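The largest log2 ratios (SD, n = 2) among the heat shock genes of Table 3 under iron limitation were 3.03 ± 0.12 for CC2510, 2.93 ± 0.19 for htpX (CC2509) and 2.44 ± 0.13 for the small heat shock protein gene CC2258. The other small heat shock protein gene, CC3592, had 1.37 ± 0.089. The chaperone genes groEL (CC0685), groES (CC0686) and clpB (CC0878) had 1.11 ± 0.083, 1.17 ± 0.17 and 1.43 ± 0.059. For the protease genes the ratios were 1.22 ± 0.18 for CC2467, 1.41 ± 0.15 for CC2468, 1.36 ± 0.017 for CC3727 and 1.16 ± 0.091 for CC3728. Together with rpoH (CC3098) these are 12 genes, of which 9 met the criterion, and all 12 met it with outlier spots kept. The exceptions were CC0685, CC0686 and CC3728. CC0685 had fewer than 3 probes past 2-fold on each replicate, CC0686 had fewer than 3 on replicate 1, and CC3728 had 2 on replicate 2. The 12 genes had a median of 0.39 in the fur mutant and the difference passed a limma adjusted p of 0.05 for all 12. The fur ratio of CC0878, 0.36 ± 0.078, changed sign with all probes averaged (-0.058). Peptidase genes of Table 3 rose too, with 2.20 ± 0.013 for CC0977 and 0.99 and 1.20 on replicates 1 and 2 for CC2481.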

Interestingly, 12 heat shock genes, encoding chaperones, proteases and small heat shock proteins, were also upregulated by iron limitation, as well as some genes encoding peptidases containing metals as cofactors (Table 3), what is consistent with previous observations in *Shewanella oneidensis*[38]. Induction of these genes might be directly mediated by the heat shock sigma factor RpoH (σ^32^), for the reason that the own *rpoH* gene (CC3098) is upregulated in iron limitation (Table 3). Moreover, a predicted σ^32^-binding motif (m_6 motif), which has been identified upstream of cadmium-induced genes [39], was found here upstream of nearly half (15 sites upstream of 30 genes/operons) of the 63 genes upregulated in iron limitation (Table 3), indicating induction of the RpoH regulon by iron limitation. 

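For rpoH (CC3098) the log2 ratio was 2.34 ± 0.24 (SD, n = 2) under iron limitation, with an adjusted p of 1.92e-05, and all 4 last probes passed 2-fold on both arrays. Its ratio in the fur mutant was 0.88 ± 0.022, with an adjusted p of 6.10e-04 and 0 probes past 2-fold. The 2 responses differed by 1.46 (adjusted p = 7.59e-04).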

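Table 3 marks 15 genes with the predicted motif. Under iron limitation their median log2 ratio was 1.66, with a highest one of 3.03, and 13 of them met the criterion. The other genes were CC0686 and CC0132 (1.27 ± 0.15, SD, n = 2), which had 3 and 2 probes past 2-fold. In the mutant the median was 0.49, and 13 of the 15 ratios were positive. CC3681 (2.06 ± 0.046 under iron limitation) was among the negative ones in the mutant at -0.18 ± 0.11, and it turned positive with all probes averaged (0.17). The motif search itself was not repeated here.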

The *C. crescentus rpoH* gene is transcribed from two promoters, a σ^70^-dependent P1 promoter and a heat shock autoregulated σ^32^-dependent P2 promoter [40]. It remains to be determined how these different signals (cadmium stress and iron limitation) could increase transcription of *rpoH* in *C. crescentus*, activating its regulon.

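Of the 47 genes of Table 4, 16 are listed under amino acid metabolism, 10 under chemotaxis and motility and 8 under energy metabolism. The median log2 ratios of these groups under iron limitation were -1.28, -1.32 and -1.12, and in the fur mutant they were -0.23, -0.29 and -0.85. The difference between the experiments passed a limma adjusted p of 0.05 for 15 of the 16, 9 of the 10 and 4 of the 8 genes. All 8 genes of energy metabolism had negative ratios on both arrays of the mutant.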

When the genes downregulated exclusively in iron limitation are grouped into functional categories, the most prominent groups of genes are involved in amino acid metabolism, chemotaxis and motility, and energy metabolism (Table 4). 

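Under iron limitation the log2 ratios (SD, n = 2) of CC0482, CC2137 and CC2138 were -1.66 ± 0.59, -1.34 ± 0.16 and -1.10 ± 0.015. Those of CC0050, CC0257 and CC2140 were -1.61 ± 0.098, -1.62 ± 0.10 and -1.27 ± 0.12. All 6 genes met the criterion. Their ratios in the fur mutant lay between -0.45 (CC0482) and -0.036, and the difference was clear of the spread between arrays for each gene, with the highest adjusted p for CC0482 (0.0137).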

Among the enzymes of amino acid biosynthesis pathways repressed by iron limitation there are many involved in methionine biosynthesis, such as methionine synthases (CC0482, CC2137, CC2138), adenosylmethionine synthtase (CC0050), S-adenosyl-L-homocysteine hydrolase (CC0257) and methylenetetrahydrofolate reductase (CC2140), which is required to produce 5-methyltetrahydrofolate as methyl-group donor for methionine synthesis. 

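The peptidase genes CC0167, CC0984, CC1048 and CC3246 had log2 ratios (SD, n = 2) of -1.16 ± 0.17, -1.36 ± 0.085, -1.14 ± 0.20 and -1.17 ± 0.085 under iron limitation. CC1048 and CC3246 met the criterion. CC0167 had 4 and 2 probes past 2-fold on replicates 1 and 2 and CC0984 had 1 and 3, the latter passing with outlier spots kept. CC2480 had -0.25 ± 0.032, with 0 probes past 2-fold and 1 of its 4 last probes not well above background in Cy3. The aminopeptidase gene that Table 4 lists as CC2840 had -1.09 ± 0.069. The value of CC1048 rests on the probes used, since with all of its probes averaged, upstream ones included, it was 0.017.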

Pathways of protein catabolism were also repressed by iron limitation as revealed by downregulation of many genes encoding peptidases (CC0167, CC0984, CC1048, CC2480 and CC3246) (Table 4). Furthermore, some genes for flagella assembly (CC0901-02, CC1456) and chemotaxis (CC0430-31-32-33, CC1399 and CC2847) were downregulated in iron limitation. 

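For the flagellar genes the log2 ratios (SD, n = 2) under iron limitation were -1.26 ± 0.099 for flgD (CC0901), -1.16 ± 0.087 for flgE (CC0902) and -1.44 ± 0.37 for flmH (CC1456). The chemotaxis genes had -1.63 ± 0.24 for CC0430, -1.39 ± 0.15 for CC0431, -1.21 ± 0.19 for CC0432, -1.10 ± 0.14 for CC0433, -1.15 ± 0.0021 for CC1399 and -1.99 ± 0.0033 for CC2847. All but CC0433, with 2 and 2 probes past 2-fold, met the criterion. The ratios of these 9 genes in the fur mutant were negative and smaller in size, from -0.93 (CC1456) to -0.062 (CC0431). The difference passed a limma adjusted p of 0.05 for 8 of the 9 and not for CC1456 (0.085).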

Repression of motility and chemotaxis genes by iron limitation has been described in *Sinorhizobium meliloti*[41] and *Acinetobacter baumannii*[42]. Finally, some known Fe^2+^-Fur activated genes [6,13] were downregulated in iron limitation, but not in the *fur* mutant in this work. Of these, there are genes encoding the Fe-S clusters-containing enzymes aconitate hydratase (CC3667), NADH ubiquinone oxidoreductase (*nuo* genes CC1946, CC1944-43-42), glutamate synthase (CC3606) and dihydroxy-acid dehydratase (CC3044) (Table 4). 

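Under iron limitation and in the fur mutant the log2 ratios (SD, n = 2) were -1.21 ± 0.024 and -0.61 ± 0.058 for CC3667, -1.22 ± 0.12 and -0.71 ± 0.044 for CC3606 and -1.29 ± 0.10 and -0.51 ± 0.14 for CC3044. CC3044 had 3 and 2 probes past 2-fold on the iron limitation replicates. The nuo genes CC1946, CC1944, CC1943 and CC1942 had -1.03 ± 0.024, -1.18 ± 0.13, -1.11 ± 0.22 and -1.09 ± 0.047 under iron limitation. In the mutant they had -0.84 ± 0.091, -0.67 ± 0.11, -0.74 ± 0.048 and -0.87 ± 0.0047. Of the 7 genes, 4 met the criterion under iron limitation, all but CC3044, CC1946 and CC1943. All 7 genes fell on both arrays of the mutant, and limma gave each an adjusted p under 0.05 there, the highest 0.00175 for CC3044. The 2 responses differed at an adjusted p under 0.05 for all but CC1946 (0.0967).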

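Within the nuo operon CC1954 had log2 ratios (SD, n = 2) of -1.07 ± 0.043 under iron limitation and -1.11 ± 0.0058 in the fur mutant, CC1952 -1.13 ± 0.025 and -1.16 ± 0.059, and CC1951 -1.08 ± 0.026 and -1.16 ± 0.03. All 3 met the criterion in both experiments. CC1956 (-0.92 ± 0.13 under iron limitation, and in the mutant -1.03 and -0.97 on replicates 1 and 2) and CC1950 (-0.99 ± 0.0082 and -1.02 ± 0.048) met it in neither. The difference between the 2 responses was not detected for any of the 7 genes from CC1956 to CC1950, with the lowest adjusted p for CC1953 (0.0926).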

In some cases, at least part of the operons (*nuo* and CC3607) was downregulated by both iron limitation and *fur* mutation (Figure 2B). A possible explanation is that the Fe^2+^-Fur activated genes showed modest differential expression (approximately 2 fold) (Table 2), thus small experimental fluctuations could exclude some genes based on our cutoff criteria for differential expression in the microarray analyses.

Comparing our microarray data with other large-scale transcriptomic studies performed under iron-limiting condition in bacteria from diverse taxonomic groups [21,28,38,41,42], we observed that, in spite of the multiplicity of regulatory mechanisms, the core of iron-regulated genes is extremely conserved, including mainly those related to transport, use and storage of this metal. Some responses seems to be confined to few bacteria, such as upregulation of the heat shock response, also described in *S. oneidensis*[38] and downregulation of chemotaxis and motility, observed in *S. meliloti*[41] and *A. baumannii*[42]. However, our study expands the range of genes involved in iron homeostasis when we consider physiological processes unique to the *C. crescentus* lifestyle, such as adaptation to growing in oligotrophic environments and under different oxygen tensions. In fact, many TonB-dependent receptors, predicted to be required for sugar transport, and the hypoxia FixK regulon were surprisingly downregulated by both iron limitation and *fur* mutation.

### Verification of iron- and Fur-dependent expression of the CC2193 and CC3059 operons

Nearly all of the genes previously identified as members of the *C. crescentus* Fur regulon [6] were found to be differentially expressed by microarray analyses (Figure 2, red arrows), validating the experimental procedure. To further confirm our microarray data, we selected genes located in two clusters that encode putative transporters for validation by β-galactosidase activity assays and EMSA. The first cluster (CC2193-92-91) encodes a hypothetical protein containing an EF hand motif (CC2193), a putative glutathione peroxidase (CC2192) and a hypothetical protein (CC2191). The CC2193 gene appears to have been incorrectly annotated in the CB15 strain given that in the chromosome of the *C. crescentus* NA1000 strain, recently sequenced [43], two open reading frames were annotated in this region, CCNA02274 (encoding a shorter EF hand protein) and CCNA02275, encoding a hypothetical protein with a domain of unknown function (DUF4198). The second cluster (CC3059-60-61-62-63) contains three genes encoding a putative transporter (CC3059-60-61), and two genes involved in iron-related functions (sulfite reductase iron-flavoprotein and Fe-S cluster repair protein) (Figure 2; Table 1). Interestingly, the genes of these two clusters most highly upregulated in iron limitation and *fur* mutant (CC2193-corresponding to CCNA02275 in NA1000, and CC3061) (Table 1) encode two paralogous proteins belonging to the widespread Pfam family DUF4198. 

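Under iron limitation the log2 ratios (SD, n = 2) of the first cluster were 3.90 ± 0.085 for CC2193, 3.39 ± 0.30 for CC2192 and 1.95 ± 0.078 for CC2191. In the fur mutant they were 5.07 ± 0.73, 4.55 ± 0.22 and 2.57 ± 0.14, larger than under iron limitation by limma's test of the difference (adjusted p from 0.00387 to 0.0286). The wild-type Cy3 signal of CC2193 of the fur arrays minus that of the iron limitation arrays was -1.59 on the first slide and -0.40 on the second on the log2 scale. In the second cluster CC3061 had 4.91 ± 0.49 and 5.08 ± 0.33, CC3060 4.49 ± 0.79 and 4.29 ± 0.19, and CC3059 4.07 ± 0.20 and 3.87 ± 0.33. For CC3062 the values were 2.69 ± 0.31 and 2.88 ± 0.62 and for CC3063 2.78 ± 0.39 and 3.25 ± 0.061, with 1 of the 4 last probes of CC3063 not well above background in Cy3 of the iron limitation arrays. No difference between the 2 responses was detected within this cluster, where the lowest adjusted p was 0.0786 (CC3063). CC3061 met the criterion in the mutant, and under iron limitation 4 and 2 of its 4 last probes passed, so that it did not meet the criterion there. It met it with outlier spots kept.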

Although the proteins of this family are widely distributed in various groups of bacteria (750 sequences in 486 species, Pfam database February 2013), nothing is known about their function or regulation.

The promoter regions of CC2193 and CC3059 were cloned in a *lacZ* reporter plasmid and the constructions were introduced into the wild type and *fur* mutant strains. Beta-galactosidase activity assays indicated that the expression of these two genes was induced under iron limitation and derepressed in the *fur* mutant strain, validating the microarray data (Figure 3A, Table 1). To verify whether Fur acts as repressor by directly binding upstream of the CC2193-92-91 and CC3059-60-61-62-63 gene clusters (Figure 2) we performed gel mobility shift assays using purified Fur protein (Figure 3B). Fur bound to the probes corresponding to the promoter region of CC2193 (data not shown,[6]) as well as to that of CC3059, validating the Fur binding sites found overlapping the −35 and −10 promoter elements of these two genes (Figure 3B). These data illustrate the high performance of the microarray analysis to identify unknown genes with potential functions in iron acquisition and new members of the Fur regulon. For instance, the high derepression of CC2193 and CC3059 by iron limitation and *fur* mutation suggests that these two members of a widespread family of proteins with unknown function (DUF4198) could be involved in transport or signaling in response to iron limitation.

**Figure 3:**
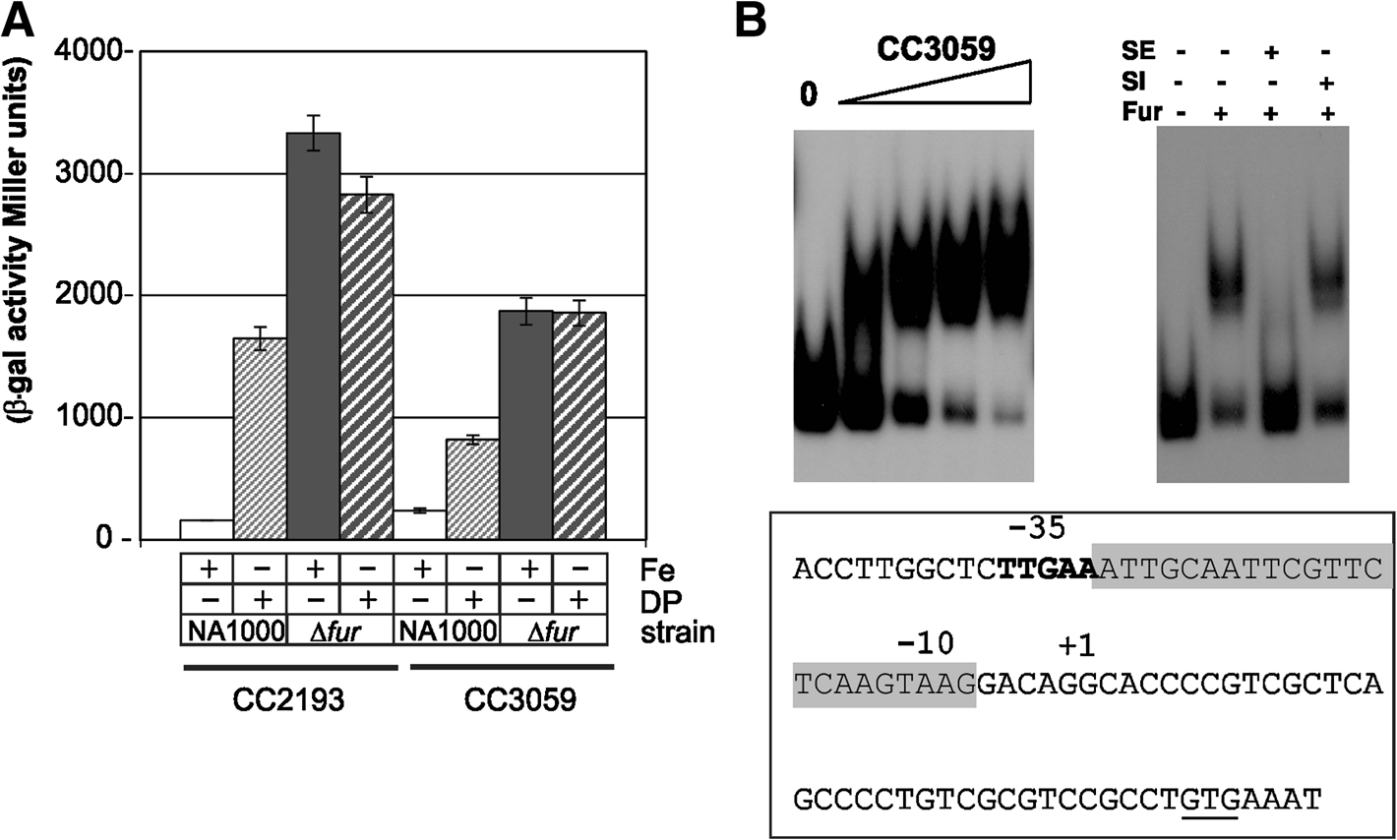
**The CC2193 and CC3059 operons are members of the *C. crescentus *Fur regulon. (A)** Promoter activities of the CC2193 and CC3059 operons in response to iron and Fur. Wild type (NA1000) and *fur* mutant (∆*fur*) strains containing plasmids pLAC2193 or pLAC3059 were grown in PYE medium and treated with 100 μM FeSO_4_ (Fe) or 100 μM 2,2-dipyridyl (DP) for two hours. The β-galactosidase activity generated by these *lacZ* fusions was determined. The experiments were performed in duplicate from three independent biological cultures. **(B)** Fur binds directly to the promoter of the CC3059 operon. EMSAs were performed using the purified His-Fur protein and a probe containing the promoter region of CC3059. The ^32^P-labeled probe was incubated with increasing concentrations of protein (0, 50, 200, 500 and 1000 nM) (left). A competition assay using 250 nM Fur and the labeled CC3059 probe was performed, where binding of Fur was challenged with a 30-fold excess of unlabeled DNA fragments of the same region (SE) or the 16S rRNA coding region (SI) as competitors (right). Below is shown the promoter region of the CC3059 operon, indicating the previously identified transcriptional start site (+1) and conserved −35 and −10 sequences of *Caulobacter* σ^70^ promoters (TTGAC-16 bp-G/CCTANA) [39]. The initiation codon (GTG) is underlined. The Fur binding site predicted *in silico* is shaded.

## Conclusions

Using DNA microarray analyses, we have defined the global transcriptional response of *Caulobacter crescentus* to iron availability, providing an overview of the physiological strategies that this oligotrophic α-proteobacterium employs for survival in iron limiting conditions (Figure 4). Our data reveal that the iron stimulon in *C. crescentus* is larger than the Fur regulon previously identified [6], involving a more complex regulatory network. Among the responses mediated by Fur it is worth pointing out the upregulation of genes involved in iron acquisition systems and biosynthesis of riboflavin in iron limiting condition, as well as the downregulation of genes encoding many iron-using enzymes involved in energy metabolism (Figure 4). Fur binding site prediction suggests that Fur acts mainly as a direct transcriptional repressor, whereas positive regulation could be mediated either directly by Fur in a few cases or indirectly for most genes. In many cases this indirect effect was provoked by downregulation of the hypoxia regulator FixK, causing decreased expression of FixK-activated genes in iron limitation condition (Figure 4). Other genes could be indirectly activated by Fur via an unidentified iron-responsive sRNA. While the Fe^2+^-Fur mediated repression of some genes encoding TonB-dependent receptors confirmed our previous data [6], the Fe^2+^-Fur mediated activation of many other TonB-dependent receptors putatively associated with sugar transport was unexpected. Fur-independent regulation of *C. crescentus* iron-responsive genes was also observed, indicating an overlap with other regulatory pathways (Figure 4). It is worth mentioning that iron limitation caused upregulation of the heat shock sigma factor RpoH with consequent activation of its regulon, and upregulation of the IscR regulon, whose genes are involved in Fe-S cluster biogenesis. Since most of these iron-responsive genes identified in this work have not been experimentally investigated in *C. crescentus*, they are good targets for future studies.

**Figure 4:**
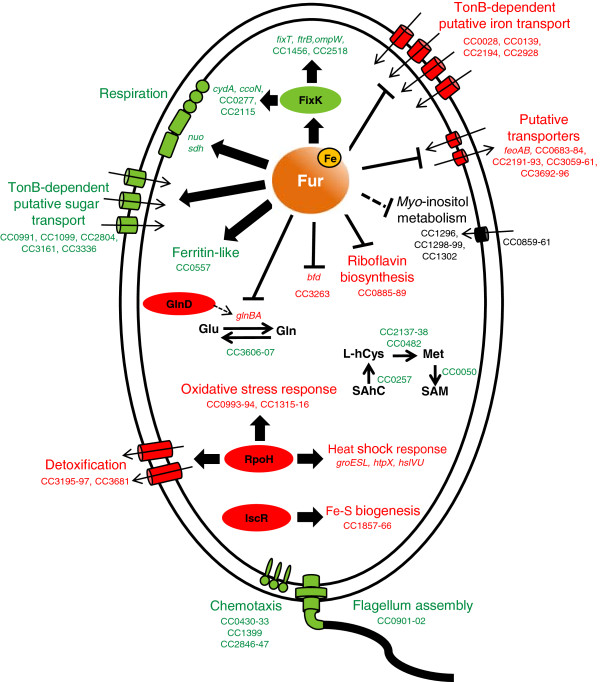
**Schematic representation of the main changes in gene expression and cell processes under iron-limiting conditions.** Upregulated genes and pathways are shown in red, downregulated are shown in green. Large arrows indicate activation and blunt-head lines indicate repression by the respective transcription regulator (Fur is represented as iron-bound). Thin arrows indicate enzyme reactions. Traced arrow indicates activation of the enzyme GlnB by GlnD via uridylylation. L-hCys: L-homocysteine, SAM: S-adenosylmethionine, SAhC: S-adenosylhomocysteine.

## Methods

### Bacterial strains and growth conditions

*Caulobacter crescentus*, also known as *Caulobacter vibrioides*[44], strains NA1000 (wild-type) [45] and SP0057 (*fur* mutant) [6] were grown aerobically at 30°C in peptone-yeast extract (PYE) medium [46]. Iron-replete and iron-limiting conditions were achieved by supplementing PYE medium with 100 μM FeSO_4_ and 100 μM 2,2-dipyridyl (DP) (Sigma), respectively. Plasmids were introduced into *C. crescentus* by conjugation with *Escherichia coli* strain S17-1. *E. coli* was grown at 37°C in LB medium supplemented with ampicillin (100 μg ml^-1^) or tetracycline (12.5 μg ml^-1^) as required. His-Fur protein was purified after overexpression in *E. coli* DH5α as described [6].

### Microarray analysis

For the DNA microarray experiments, overnight *C. crescentus* cultures were diluted to an optical density at 600 nm (OD_600_) of 0.1 in 35 ml of PYE medium. Cells were grown up to midlog phase (OD_600_ ~ 0.5) and the cultures were divided and treated with either 100 μM FeSO_4_ (iron sufficiency) or 100 μM DP (iron limitation). The incubation was continued for two hours prior to RNA isolation as previously described [6]. Total RNA was extracted using Trizol Reagent (Invitrogen), according to the manufacturer’s instructions. RNA samples were treated with RNase-free DNase I (Fermentas) to digest residual chromosomal DNA and then precipitated using sodium acetate/ethanol prior to spectrophotometric quantification and visualization on formaldehyde-agarose gels. RNA samples were isolated from two independent bacterial cultures for each strain or condition analyzed as biological replicates. Amino allyl modified cDNA was generated by reverse transcription from 20 μg of total RNA and labeled with either Cy3 or Cy5 mono-reactive fluorescent dyes using the FairPlay III Microarray Labeling System (Stratagene). Labeled cDNA samples were hybridized to a custom-designed DNA oligo microarray (Agilent) (each gene is covered by 9–11 probes located −300 to +200 relative to the translational start site) using a protocol previously described [47,48]. The arrays were scanned for the Cy3 and Cy5 fluorescent signals with an Agilent High Resolution Microarray Scanner. Data extraction and normalization was performed with the Feature Extraction Software 9.0 (Agilent). A gene was considered as upregulated or downregulated if it showed 2-fold change relative to the control considering at least three out of four last probes (that are downstream of the translational start site) in both biological replicates. The values for the relative expression of each gene were obtained as the average of the four last probes. The microarray data have been deposited in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE45653.

### Fur binding site detection

Bioinformatics analyses were performed using the Multiple Em for Motif Elicitation (MEME) tool [49] to identify motifs within the promoter regions of iron regulated genes. Putative gene regulatory regions (−200 to +50 bp relative to the start codon) were searched using the following parameters: motifs size from 6 to 50 bp; zero or one motif per sequence; search given strand only; palindromic and nonpalindromic models were tested. Sequence logos were generated using WebLogo [50].

### *lacZ* fusions and ß-Galactosidase assays

DNA fragments covering the promoter regions of CC2193 (193 bp) and CC3059 (183 bp) were PCR-amplified using primer pairs CC2193-fw (5'-TGGATCCCGGCGAGTTTCAGGCGCGAC-3')/CC2193-rv (5'-TAAGCTTACGGATCATTGGACAAACCC-3') and CC3059-fw (5'-TGGATCCAGTTGACGGCGCAATAGGCC-3')/CC3059-rv (5'-TAAGCTTGCGGCGGCGGATTTCACAGG-3'), respectively. These PCR products were cloned into pGEM-T Easy, sequenced and subcloned as *BamH*I/*Hind*III fragments into the reporter vector pRK*lacZ*290 [51], resulting in plasmids pLAC2193 and pLAC3059. These constructs were introduced into *C. crescentus* NA1000 and SP0057 strains by conjugation. Cultures were grown in PYE medium up to mid-log phase, divided into two flasks, and treated with either 100 μM FeSO_4_ or 100 μM DP for two hours. The *ß*-galactosidase activity from these strains was determined colorimetrically using o-nitrophenyl-ß-D-galactoside (ONPG) as substrate [52].

### Electrophoretic mobility shift assay (EMSA)

A probe corresponding the promoter region of CC3059 (the same 183 bp- fragment used in *lacZ* fusion) was obtained by PCR amplification and was end-labeled with [γ^32^P]-ATP using T4 polynucleotide kinase (Invitrogen). For competition assay, a 101-bp 16S rRNA intragenic fragment was PCR-amplified using the primers 16SA-fw (5'-CCGCGTGAATGATGAAGGTC-3') and 16SA-rv (5'-GCTGCTGGCACGAAGTTAGC-3'). For EMSA, purified His-Fur protein and labeled DNA probes were incubated in binding buffer exactly as previously described [6].

## Competing interest

The authors declare that they have no competing interest.

## Authors’ contributions

JFSN and MVM planned the experiments; JFSN performed the experimental work and wrote the manuscript; JFSN and RFL analyzed the microarray data; MVM participated in study design and coordination and helped to prepare the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Differentially expressed genes in the *fur* mutant but not affected by iron limitation. Click here for file

## References

[B1] AndrewsSCRobinsonAKRodriguez-QuinonesFBacterial iron homeostasisFEMS Microbiol Rev20032721523710.1016/S0168-6445(03)00055-X12829269

[B2] SchaibleUEKaufmannSHEIron and microbial infectionNat Rev Microbiol2004294695310.1038/nrmicro104615550940

[B3] ImlayJACellular defenses against superoxide and hydrogen peroxideAnnu Rev Biochem20087775577610.1146/annurev.biochem.77.061606.16105518173371PMC3057177

[B4] LeeJWHelmannJDFunctional specialization within the Fur family of metalloregulatorsBiometals20072048549910.1007/s10534-006-9070-717216355

[B5] DelanyIRappuoliRScarlatoVFur functions as an activator and as a repressor of putative virulence genes in *Neisseria meningitidis*Mol Microbiol2004521081109010.1111/j.1365-2958.2004.04030.x15130126

[B6] da Silva NetoJFBrazVSItalianiVCSMarquesMVFur controls iron homeostasis and oxidative stress defense in the oligotrophic alpha-proteobacterium *Caulobacter crescentus*Nucleic Acids Res2009374812482510.1093/nar/gkp50919520766PMC2724300

[B7] YuCGencoCAFur-mediated activation of gene transcription in the human pathogen *Neisseria gonorrhoeae*J Bacteriol20121941730174210.1128/JB.06176-1122287521PMC3302472

[B8] CarpenterBMWhitmireJMMerrellDSThis is not your mother's repressor: the complex role of Fur in pathogenesisInfect Immun2009772590260110.1128/IAI.00116-0919364842PMC2708581

[B9] ButcherJSarvanSBrunzelleJSCoutureJFStintziAStructure and regulon of *Campylobacter jejuni* ferric uptake regulator Fur define apo-Fur regulationProc Natl Acad Sci USA2012109100471005210.1073/pnas.111832110922665794PMC3382491

[B10] MasseEGottesmanSA small RNA regulates the expression of genes involved in iron metabolism in *Escherichia coli*Proc Natl Acad Sci USA2002994620462510.1073/pnas.03206659911917098PMC123697

[B11] WildermanPJSowaNAFitzGeraldDJFitzGeraldPCGottesmanSOchsnerUAVasilMLIdentification of tandem duplicate regulatory small RNAs in *Pseudomonas aeruginosa* involved in iron homeostasisProc Natl Acad Sci USA20041019792979710.1073/pnas.040342310115210934PMC470753

[B12] MellinJRGoswamiSGroganSTjadenBGencoCAA novel Fur- and iron-regulated small RNA, NrrF, is required for indirect Fur-mediated regulation of the *sdhA* and *sdhC* genes in *Neisseria meningitidis*J Bacteriol20071893686369410.1128/JB.01890-0617351036PMC1913314

[B13] GaballaAAntelmannHAguilarCKhakhSKSongKBSmaldoneGTHelmannJDThe *Bacillus subtilis* iron-sparing response is mediated by a Fur-regulated small RNA and three small, basic proteinsProc Natl Acad Sci USA2008105119271193210.1073/pnas.071175210518697947PMC2575260

[B14] MasseESalvailHDesnoyersGArguinMSmall RNAs controlling iron metabolismCurr Opin Microbiol20071014014510.1016/j.mib.2007.03.01317383226

[B15] RudolphGHenneckeHFischerHMBeyond the Fur paradigm: iron-controlled gene expression in rhizobiaFEMS Microbiol Rev20063063164810.1111/j.1574-6976.2006.00030.x16774589

[B16] JohnstonAWToddJDCursonARLeiSNikolaidou-KatsaridouNGelfandMSRodionovDALiving without Fur: the subtlety and complexity of iron-responsive gene regulation in the symbiotic bacterium *Rhizobium* and other alpha-proteobacteriaBiometals20072050151110.1007/s10534-007-9085-817310401

[B17] RodionovDAGelfandMSToddJDCursonARJohnstonAWComputational reconstruction of iron- and manganese-responsive transcriptional networks in alpha-proteobacteriaPLoS Comput Biol20062e16310.1371/journal.pcbi.002016317173478PMC1698941

[B18] UebeRVoigtBSchwederTAlbrechtDKatzmannELangCBöttgerLMatzankeBSchülerDDeletion of a *fur*-like gene affects iron homeostasis and magnetosome formation in *Magnetospirillum gryphiswaldense*J Bacteriol20101924192420410.1128/JB.00319-1020562310PMC2916424

[B19] QiLLiJZhangWLiuJRongCLiYWuLFur in *Magnetospirillum gryphiswaldense* influences magnetosomes formation and directly regulates the genes involved in iron and oxygen metabolismPLoS ONE20127e2957210.1371/journal.pone.002957222238623PMC3251581

[B20] BoutteCCSrinivasanBSFlannickJANovakAFMartensATBatzoglouSViollierPHCrossonSGenetic and computational identification of a conserved bacterial metabolic modulePLoS Genet20084e100031010.1371/journal.pgen.100031019096521PMC2597717

[B21] McHughJPRodriguez-QuinonesFAbdul-TehraniHSvistunenkoDAPooleRKCooperCEAndrewsSCGlobal iron-dependent gene regulation in *Escherichia coli*. A new mechanism for iron homeostasisJ Biol Chem2003278294782948610.1074/jbc.M30338120012746439

[B22] ChristenBAbeliukECollierJMKalogerakiVSPassarelliBCollerJAFeroMJMcAdamsHHShapiroLThe essential genome of a bacteriumMol Syst Biol201175282187891510.1038/msb.2011.58PMC3202797

[B23] WorstDJGerritsMMVandenbrouke-GraulsCMKustersJG*Helicobacter pylori ribBA*-mediated riboflavin production is involved in iron acquisitionJ Bacteriol199818014731479951591610.1128/jb.180.6.1473-1479.1998PMC107047

[B24] CrossleyRAGaskinDJHolmesKMulhollandFWellsJMKellyDJvan VlietAHWaltonNJRiboflavin biosynthesis is associated with assimilatory ferric reduction and iron acquisition by *Campylobacter jejuni*Appl Environ Microbiol2007737819782510.1128/AEM.01919-0717965203PMC2168145

[B25] López-GomollónSHernándezJAPellicerSAngaricaVEPeleatoMLFillatMFCross-talk between iron and nitrogen regulatory networks in *Anabaena (Nostoc) sp*. PCC 7120: identification of overlapping genes in FurA and NtcA regulonsJ Mol Biol200737426728110.1016/j.jmb.2007.09.01017920076

[B26] LandtSGAbeliukEMcGrathPTLesleyJAMcAdamsHHShapiroLSmall non-coding RNAs in *Caulobacter crescentus*Mol Microbiol20086860061410.1111/j.1365-2958.2008.06172.x18373523PMC7540941

[B27] MasseEVanderpoolCKGottesmanSEffect of RyhB small RNA on global iron use in *Escherichia coli*J Bacteriol20051876962697110.1128/JB.187.20.6962-6971.200516199566PMC1251601

[B28] BaichooNWangTYeRHelmannJDGlobal analysis of the *Bacillus subtilis* Fur regulon and the iron starvation stimulonMol Microbiol2002451613162910.1046/j.1365-2958.2002.03113.x12354229

[B29] EnglandJCPerchukBSLaubMTGoberJWGlobal regulation of gene expression and cell differentiation in *Caulobacter crescentus* in response to nutrient availabilityJ Bacteriol201019281983310.1128/JB.01240-0919948804PMC2812448

[B30] LandtSGLesleyJABritosLShapiroLCrfA, a small noncoding RNA regulator of adaptation to carbon starvation in *Caulobacter crescentus*J Bacteriol20101924763477510.1128/JB.00343-1020601471PMC2937403

[B31] SchauerKRodionovDAde ReuseHNew substrates for TonB-dependent transport: do we only see the ‘tip of the iceberg’?Trends Bioch Sci20083333033810.1016/j.tibs.2008.04.01218539464

[B32] CrossonSMcGrathPTStephensCMcAdamsHHShapiroLConserved modular design of an oxygen sensory/signaling network with species-specific outputProc Natl Acad Sci USA20051028018802310.1073/pnas.050302210215911751PMC1142393

[B33] TroxellBFinkRCPorwollikSMcClellandMHassanHMThe Fur regulon in anaerobically grown *Salmonella enterica sv*Typhimurium: identification of new Fur targets. BMC Microbiol20111123610.1186/1471-2180-11-236PMC321296122017966

[B34] OuttenFWDjamanOStorzGA *suf* operon requirement for Fe-S cluster assembly during iron starvation in *Escherichia coli*Mol Microbiol20045286187210.1111/j.1365-2958.2004.04025.x15101990

[B35] PyBBarrasFBuilding Fe-S proteins: bacterial strategiesNat Rev Microbiol2010843644610.1038/nrmicro235620467446

[B36] ZhengMWangXTempletonLJSmulskiDRLaRossaRAStorzGDNA microarray-mediated transcriptional profiling of the *Escherichia coli* response to hydrogen peroxideJ Bacteriol20011834562457010.1128/JB.183.15.4562-4570.200111443091PMC95351

[B37] HuPBrodieELSuzukiYMcAdamsHHAndersenGLWhole-genome transcriptional analysis of heavy metal stresses in *Caulobacter crescentus*J Bacteriol20051878437844910.1128/JB.187.24.8437-8449.200516321948PMC1317002

[B38] YangYHarrisDPLuoFXiongWJoachimiakMWuLDehalPJacobsenJYangZPalumboAVArkinAPZhouJSnapshot of iron response in *Shewanella oneidensis* by gene network reconstructionBMC Genomics20091013110.1186/1471-2164-10-13119321007PMC2667191

[B39] McGrathPTLeeHZhangLIniestaAAHottesAKTanMHHillsonNJHuPShapiroLMcAdamsHHHigh-throughput identification of transcription start sites, conserved promoter motifs and predicted regulonsNat Biotechnol20072558459210.1038/nbt129417401361

[B40] WuJNewtonAThe *Caulobacter* heat shock sigma factor gene *rpoH* is positively autoregulated from a sigma32-dependent promoterJ Bacteriol1997179514521899030510.1128/jb.179.2.514-521.1997PMC178723

[B41] ChaoTCBuhrmesterJHansmeierNPühlerAWeidnerSRole of the regulatory gene *rirA* in the transcriptional response of *Sinorhizobium meliloti* to iron limitationAppl Environ Microbiol2005715969598210.1128/AEM.71.10.5969-5982.200516204511PMC1265945

[B42] EijkelkampBAHassanKAPaulsenITBrownMHInvestigation of the human pathogen *Acinetobacter baumannii* under iron limiting conditionsBMC Genomics20111212610.1186/1471-2164-12-12621342532PMC3055841

[B43] MarksMECastro-RojasCMTeilingCDuLKapatralVWalunasTLCrossonSThe genetic basis of laboratory adaptation in *Caulobacter crescentus*J Bacteriol20101923678368810.1128/JB.00255-1020472802PMC2897358

[B44] AbrahamWRStrömplCMeyerHLindholstSMooreERChristRVancanneytMTindallBJBennasarASmitJTesarMPhylogeny and polyphasic taxonomy of *Caulobacter* species. Proposal of *Maricaulis* gen. nov. with *Maricaulis maris* (Poindexter) comb. nov. as the type species, and emended description of the genera *Brevundimonas* and *Caulobacter*Int J Syst Bacteriol1999491053107310.1099/00207713-49-3-105310425763

[B45] EvingerMAgabianNEnvelope-associated nucleoid from *Caulobacter crescentus* stalked and swarmer cellsJ Bacteriol197713229430133472610.1128/jb.132.1.294-301.1977PMC221855

[B46] ElyBGenetics of Caulobacter crescentus. Methods Enzymol199120437238410.1016/0076-6879(91)04019-k1658564

[B47] LourençoRFKohlerCGomesSLA two-component system, an anti-sigma factor and two paralogous ECF sigma factors are involved in the control of general stress response in *Caulobacter crescentus*Mol Microbiol2011801598161210.1111/j.1365-2958.2011.07668.x21564331

[B48] KohlerCLourençoRFAvelarGMGomesSLExtracytoplasmic function (ECF) sigma factor σ^F^ is involved in *Caulobacter crescentus* response to heavy metal stressBMC Microbiology20121221010.1186/1471-2180-12-21022985357PMC3511200

[B49] BaileyTLElkanCFitting a mixture model by expectation maximization to discover motifs in biopolymersProceedings of the Second International Conference on Intelligent Systems for Molecular Biology1994Menlo Park, CA: AAAI Press28367584402

[B50] CrooksGEHonGChandoniaJMBrennerSEWebLogo: a sequence logo generatorGenome Res2004141188119010.1101/gr.84900415173120PMC419797

[B51] GoberJWShapiroLA developmentally regulated *Caulobacter* flagellar promoter is activated by 3' enhancer and IHF binding elementsMol Biol Cell1992391391610.1091/mbc.3.8.9131392079PMC275648

[B52] MillerJHExperiments in Molecular Genetics1972Cold Spring Harbor, New York: Cold Spring Harbor Laboratory Press

# Supplementary material for: Global transcriptional response of Caulobacter crescentus to iron availability
**Source:** BMC Genomics. 2013 Aug 13;14:549. doi: 10.1186/1471-2164-14-549
**Supplement:** Additional file 1: Table S1 — Differentially expressed genes in the fur mutant but not affected by iron limitation.

**Table S1** – **Differentially expressed genes in the *fur* mutant but not affected by iron limitation**

^a^ Values are fold change in the expression levels comparing *fur* mutant strain *versus* wild type strain both exposed to iron-replete condition (∆fur Fe/WT Fe).

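Table S1 lists 16 upregulated and 36 downregulated genes. Its fold changes compare the fur mutant with the wild type, both with FeSO4, as the average over the 4 last probes of a gene, and negative values stand for less transcript in the mutant. The log2 ratios of the upregulated genes in the mutant ranged from 1.24 to 2.22, and those of the downregulated genes from -2.24 to -0.73. The criterion was met by 15 of the upregulated and 32 of the downregulated genes. CC1764 and CC1765, which encode isocitrate lyase and malate synthase, had log2 ratios of -2.15 and -1.35 in the mutant and -0.14 and 0.12 under iron limitation. On the fur arrays the wild-type Cy3 signal of CC3189 (-1.17) and CC3466 (-1.35) was higher than on the iron limitation arrays, by 1.42 and 1.07 on slides 1 and 2 for CC3189 and by 0.49 and 1.93 for CC3466 on the log2 scale.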

^b^This gene is probably also upregulated in iron limitation since its expression change was very close to our cutoff criterion.

^c^These genes are probably also downregulated in iron limitation since their expression changes were very close to our cutoff criterion.

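Under iron limitation the gene marked in the upregulated part, CC0835, rose on both arrays. Of the 14 marked downregulated genes, CC3088 had 4 and 1 of its 4 last probes past 2-fold on replicates 1 and 2, CC3207 and CC1541 4 and 0, CC0210 3 and 0, CC1232 3 and 1 and CC3189 2 and 2. Their log2 ratios under iron limitation (SD, n = 2) were -1.21 ± 0.31, -1.17 ± 0.32, -1.05 ± 0.54 and -0.94 ± 0.011 for CC3088, CC3207, CC1541 and CC3189. CC0210 had -1.33 and -0.68 on replicates 1 and 2, and CC1232 had -1.16 and -0.85 on replicates 1 and 2.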

How the deposited data were processed for this re-analysis (not part of the article)

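Transcripts of C. crescentus were measured in 2 experiments, each on 2 custom 2-colour arrays, 1 per biological replicate. In the iron limitation experiment the wild type with 100 μM 2,2-dipyridyl (Cy5) was compared with the wild type with 100 μM FeSO4 (Cy3) after 2 h. In the other experiment the fur mutant with FeSO4 (Cy5) was compared with the wild type with FeSO4 (Cy3). No dyes were exchanged between arrays. The arrays of replicate 1 lie on 1 slide and those of replicate 2 on another.

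The authors scanned the arrays and extracted the spots with Feature Extraction. The deposited files give per spot the log10 ratio of Cy5 over Cy3, after background subtraction and linear and lowess dye normalization, and the intensity of the spot and of its local background in each channel. The authors' table of the series holds the same log10 ratios rounded to 3 decimals, with a largest difference of 0.0005. The ratios were multiplied to the log2 scale and not normalized again. Spots marked by the software as non-uniform or population outliers in either channel were left out, and so were the control spots. Spots that were dim or saturated were kept.

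The ratio of a gene is the mean log2 ratio of its 4 last probes, those farthest downstream of the translational start, and then of the 2 arrays. The median position of these probes runs from 358 to 516 in a window that starts 300 bp upstream of the start codon, and a median of 5 probes per gene start inside the coding sequence. In 53 genes at least 1 of the 4 last probes starts upstream of the start codon. The criterion of the paper (2-fold, 3 of the 4 last probes, both arrays) was applied without a p-value. As an addition, limma fitted 1 coefficient per experiment to all 4 arrays, which share 1 estimate of the spread, and tested each coefficient and their difference. Its p-values were adjusted over all genes by the Benjamini-Hochberg method. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.

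The steps were tested on simulated data with 3755 genes, of which 200 were changed in each experiment. The criterion recovered 90% of these for iron limitation and 91% for the fur mutation, and limma recovered 97.5% and 98.5%. Both called 0 of the unchanged genes, and the test of the difference recovered 96.6%.

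Genes are named by a rule set in advance. It covers each gene that the sentence beside a passage names or that its cited table or figure lists, and fur. In the closing section it adds the 10 genes per experiment, or fewer where fewer exist, with the largest change among those past the criterion and in none of the tables of the paper. Opposite-strand and upstream probes named in the closing section were chosen after their values were seen.

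The main choices and most alternatives were set before the data were examined. The alternatives were normexp background correction (offset 50) with loess, background-subtracted signals centred on the median, the series table, outlier spots kept, 2 filters on dim probes, saturated probes left out, all coding-sequence probes, all probes, and leaving out each array in turn. They also included all 4 of the 4 last probes, the mean of these probes, thresholds of 1.5-fold and 3-fold, each experiment fitted alone, a replicate block, a slide block, the adjusted p alone and the arithmetic mean of linear ratios. For normexp the median signal of the spot was used in place of the mean signal. Another 3 ways of averaging linear ratios were chosen after the values were seen. Tests of annotated gene families and the search for Fur binding sites were not run, since no genome sequence or annotation was used here. The β-galactosidase assays were not analysed here.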

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

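The test on opposite-strand probes whose nearest sense probe does not change and the tests of dye bias were chosen after the result was seen, and the other tests of this part were chosen before.

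The arrays also carry 4396 probes with a nearest sense probe that read the opposite strand near the start codon, which the paper does not report on. On both arrays of the experiment, 92 of them changed at least 2-fold in the same direction under iron limitation (68 up and 24 down) and 65 in the fur mutant (46 up and 19 down). These are signals in data that the paper did not use. The largest was that of CC2904, with 5.40 in the fur mutant and 4.98 under iron limitation, where the sense probe at the same position also rose (4.44 and 4.02). A technical explanation is labelled cDNA of the sense transcript binding to the opposite-strand probe. Across genes, which are not independent replicates, the correlation of opposite-strand with nearest sense probes was 0.415 under iron limitation and 0.383 in the mutant, below the 0.681 and 0.668 of neighbouring sense probes. For the whole set this explanation cannot be told apart from transcripts of the opposite strand, since the lower correlation can also come from dim probes. For part of the set the sense probe argues against it. The changes of both experiments make 157 cases in 126 different probes, since 31 probes changed in both. Of the 157 cases, 81 (51.6%), in 68 probes, had a nearest sense probe that moved the same way by under 0.5 on the log2 scale or not that way at all. Examples are CC0687 under iron limitation (2.79 on the opposite strand, 0.19 on the sense strand) and CC2910 in the mutant (2.78 and 0.087). In 2 of the 81 cases, a single probe of CC2519 in both experiments, the listed sense ratio is exactly 0. Transcription of the opposite strand may account for this part, as a hypothesis that stays untested. Such a transcript could also be that of a regulated neighbour, since some of these probes lie beside a changed gene by number. In the mutant CC2368 had 2.25 beside CC2367 (3.88), and CC2116 had -2.62 beside CC2115 (-2.36). The cases with such a neighbour were not counted. Dye bias of a single probe would repeat in both experiments, since the dyes are the same way round. Of 78 such cases (65 probes) with values in both, 17 (21.8%, 17 probes) stayed under 0.5 that way on both arrays of the other experiment, which argues against dye bias for these. For the 33 cases (42.3%, 20 probes) that moved at least 2-fold the same way there, it cannot be told apart from a shared response without exchanged dyes. CC0687 had 0.59 in the mutant and CC2910 1.08 under iron limitation.

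In 23 genes under iron limitation and 19 in the fur mutant, at least 3 upstream probes changed 2-fold on both arrays while the last probes of the gene did not change that way. Upstream probes are also data that the paper does not discuss for most of these genes. A neighbouring transcript that runs into the window may be the source. Of the 42 cases, 35 (83.3%) had a neighbour by number that changed at least 2-fold the same way, while at most 6.23% of all genes have a neighbour changed 2-fold one way. CC3262 is an example, with upstream probes at 5.28 and last probes at -0.19 under iron limitation, beside CC3263. In the mutant the upstream probes of CC0056 had -4.59, beside fur. CC0925 is among the cases without such a neighbour, with upstream probes at 1.27 in the mutant and last probes that changed the other way, at -1.47. A neighbour by number is taken as a neighbour on the chromosome, and its strand was not used here. No biological explanation was tested for the remaining cases.

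Genes past the criterion and in none of the tables of the paper were CC3647 (1.31 ± 0.00017), CC0151 (1.06 ± 0.026) and CC0261 (0.89 ± 0.063) under iron limitation and CC0797 (-1.02 ± 0.018) in the fur mutant (mean log2 ratio ± SD of 2 arrays). Their limma adjusted p values were 4.66e-05, 3.65e-05, 7.04e-05 and 1.20e-04, with the same direction on 2 of 2 arrays. The mean of CC0261 lies under 2-fold although 3 of its 4 last probes passed on both arrays. In the other experiment CC3647 had 0.67 ± 0.16, CC0151 -0.033 ± 0.019, CC0261 0.41 ± 0.039 and CC0797 -0.90 ± 0.10. The 2 responses differed for the first 3 (adjusted p = 0.004, 4.84e-04 and 0.00437), and no difference was detected for CC0797 (0.263). All 4 genes met the criterion with outlier spots kept too. The design offers the response to iron limitation or to the mutation as a biological explanation. A bias of a gene toward 1 dye would be alike in both experiments, since the dyes are the same way round. The differing responses argue against it as the whole cause for the 3 genes called under iron limitation. For CC0797 it cannot be told apart from a shared response, since no array had its dyes exchanged. It is the same open explanation as for the correlation of the 2 responses in unchanged genes (0.430).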

How the results depend on the processing

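The alternatives named as added were chosen after the values were seen, and all others were chosen before.

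Over the alternatives, leaving out an array aside, the genes upregulated under iron limitation ranged from 43 to 229 (97 as reported), those downregulated from 6 to 225 (59), those upregulated in the fur mutant from 23 to 152 (53) and those downregulated from 9 to 169 (59). Most alternatives stayed within 1.5 times the reported counts, 13 of 17 for the first of these. The exceptions were the thresholds, the number of probes, the use of all probes and, for some counts, leaving out an array.

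With a 1.5-fold threshold the counts were 229 up and 225 down under iron limitation, 152 up and 169 down in the mutant, 67 up and 73 down by both, 162 up and 152 down only under iron limitation, and 85 up and 96 down only in the mutant. With a 3-fold threshold they were 53, 6, 30, 9, 20, 3, 33, 3, 10 and 6 in the same order. With all 4 of the 4 last probes required they were 44, 16, 23, 22, 9, 3, 35 and 13, and 19 for those downregulated only in the mutant. These changes follow from the construction of the alternatives, which ask for a smaller or larger change or more probes. With all probes of a gene, upstream ones included, they were 43, 21, 27, 13, 21, 6, 22, 15, 6 and 7. The cause was not tested.

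limma with the adjusted p alone called 1142 genes up and 1212 down under iron limitation, 1136 up and 1097 down in the mutant, and 1633 whose response differs, because no 2-fold change is asked for. With all probes it called 63 down under iron limitation, 43 down in the mutant and 85 whose response differs, and the cause was not tested. Over all alternatives limma called at least 95 up under iron limitation and 61 up in the mutant.

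With 1 array left out, the lone array of its experiment is assumed to vary like the other experiment. The ranges were 97 to 125 up and 59 to 101 down under iron limitation, 53 to 71 up and 59 to 85 down in the mutant, 36 to 39 up and 23 to 34 down by both, 58 to 89 up and 34 to 67 down only under iron limitation, and 14 to 33 up and 25 to 60 down only in the mutant. For limma they were 132 to 149, 99 to 117, 76 to 82 and 91 to 106, and 161 to 175 for the difference. A criterion asked of 1 array is easier to pass than one asked of both, by construction. The correlation of the 2 responses ranged from 0.632 to 0.664, and over the other alternatives from 0.655 to 0.671.

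With the replicate number as a block limma called 136 up and 111 down under iron limitation, 83 up and 105 down in the mutant, and 167 whose response differs. The slide and the scan follow the replicate number, so a block for them is the same model. The difference between arrays of the same number correlated across experiments at 0.206 in all genes and at 0.0677 in the genes under 2-fold.

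Of 476 log2 ratios of named genes, 438 kept their direction and their side of the adjusted p threshold with all probes averaged, 10 passed it newly, 22 no longer passed it and 6 changed direction. The last were the fur ratios of CC0878 (-0.058), CC1048 (0.15), CC3246 (0.027) and CC3681 (0.17) and the iron limitation ratios of CC1048 (0.017) and CC3466 (0.19). The cause was not tested. With the arithmetic mean of linear ratios 125 moved by more than the SD between arrays, and CC3085 under iron limitation changed direction (0.87). It did so too with outlier spots kept (0.71), an added alternative. The cause was not tested. Both sides of the threshold were kept by 468 ratios with normexp and loess, 467 with background-subtracted signals, 474 with outlier spots kept, 467 with all coding-sequence probes, 474 and 473 with the filters on dim probes and 466 with each experiment fitted alone. Without 1 array 449 to 467 did. The series table and leaving out saturated probes moved 0 of the 476, the latter since no gene spot was saturated.

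Signal over background, 51.4 to 116 at the median, does not rule out dim probes in single genes, including some not named as such beside their values. With only probes bright in both channels, 90 genes were upregulated under iron limitation and 32 by both, against 97 and 36. Tests of gene families by camera and fry, and the Fur binding sites with their score, palindrome and strand alternatives, were not run.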

Differences from the paper's values

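Alternatives marked below as chosen after seeing the values are 3 ways of averaging linear ratios, and all other alternatives were set before the data were examined.

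Of the 303 fold changes in the tables of the paper, 29 differ by more than 1.5 times from those computed here. The folds here are 2 to the power of the mean log2 ratio. For 23 of the 29 the arithmetic mean of linear ratios falls within 1.5 times of the paper's. By that mean 10 folds under iron limitation and 8 in the mutant differ by more than 1.5 times, including folds that agree here. It lies within 2% of the paper's for 126 and 90 folds, against 76 and 45 here. For the folds below, every alternative not named leaves the difference. An alternative closes a difference where it brings it within 1.5 times or within the SD between the 2 arrays. That SD is large for CC2904 in the mutant (0.84 on the log2 scale), so a fold called closed there can still differ by more than 1.5 times. Unless another is named, the arithmetic mean of linear ratios is the only alternative set in advance that closes it. Keeping outlier spots in that mean closes the same 23, and so does leaving out the probe farthest from the other 3 except for CC3062, both chosen after seeing the values.

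Under iron limitation the fold was 9.76 for CC0139 (the paper's 20.21), 15.0 for CC2193 (the paper's 64.82) and 7.15 for CC0155 (the paper's 13.07). It was 11.6 for CC2194 (the paper's 17.9) and 6.13 for CC0719 (the paper's 9.81), both also closed by background-subtracted signals, by outlier spots kept and without iron limitation replicate 1. It was 8.50 for CC2928 (the paper's 15.36), also closed by all coding-sequence probes, and 6.46 for CC3062 (the paper's 17.44), also closed by all probes. It was 6.88 for CC3063 (the paper's 12.25), also closed without iron limitation replicate 1, and 5.13 for CC0885 (the paper's 10.83), also closed by both filters on dim probes. It was 11.9 for CC2367 (the paper's 23.64), also closed by outlier spots kept, and 4.98 for CC2904 (the paper's 9.64), also closed by keeping only probes bright in both channels. It was 1.80 for CC1315 (the paper's 2.97), also closed by background-subtracted signals, by both filters on dim probes and by the 2 last probes alone, the last chosen after seeing the values.

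In the fur mutant the fold was 14.7 for CC0139 (the paper's 33.27), 33.7 for CC2193 (the paper's 167.73), 19.6 for CC3060 (the paper's 32.44) and 9.51 for CC3063 (the paper's 16.47). It was 10.5 for CC2928 (the paper's 22.72), also closed by all coding-sequence probes, and 14.6 for CC3059 (the paper's 22.29), also closed without fur mutation replicate 1. It was 33.8 for CC3061 (the paper's 51.11), also closed by outlier spots kept, by all coding-sequence probes and without fur mutation replicate 2. It was 7.34 for CC3062 (the paper's 24.66), also closed by all probes, and 2.82 for CC0885 (the paper's 4.99), also closed by both filters on dim probes. It was 14.7 for CC2367 (the paper's 26.74), also closed by outlier spots kept, and 5.83 for CC2904 (the paper's 13.35), also closed by all coding-sequence probes and without fur mutation replicate 2.

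The arithmetic mean of linear ratios leaves 6 of the 29 open. CC2192 had a fold of 10.5 under iron limitation (the paper's 6.27), closed without iron limitation replicate 2, and 23.4 in the mutant (the paper's 9.09), closed by no alternative set in advance. Both are closed by the linear mean without the probe farthest from the other 3, at 6.27 and 9.09, chosen after seeing the values. CC3085 had -2.23 under iron limitation (the paper's -4.05), closed by keeping only probes bright in both channels, without iron limitation replicate 1, and by that same mean, at -4.05, chosen after seeing the values. fur (CC0057) had -4.73 in the mutant (the paper's -7.46), closed only by that mean, at -7.46, chosen after seeing the values. CC0062 had 2.14 (the paper's 4.6) and CC3692 had 3.79 (the paper's 11.6) under iron limitation, both closed only by the linear mean of their 2 last probes, at 4.60 and 11.6, chosen after seeing the values.

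In the counts, 94 of the 97 genes upregulated under iron limitation are among those of the paper, all 59 downregulated, all 53 upregulated in the mutant and 58 of the 59 downregulated in it. With outlier spots kept the shared genes number 104, 70, 55 and 58. The paper's 108 upregulated genes under iron limitation are reached as a number without iron limitation replicate 2, its 66 upregulated only there with outlier spots kept, and its 16 upregulated only in the mutant with normexp and loess and with all coding-sequence probes.

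The paper lists 14 genes as upregulated under iron limitation that do not pass here. With outlier spots kept CC0132, CC0683, CC0685, CC0686, CC0719, CC1612, CC1865, CC3061, CC3686 and CC3728 pass. The mean of the 4 last probes passes the same genes except CC1612, and CC3692 besides. All coding-sequence probes pass CC0132, CC0683, CC0685, CC1865, CC3061 and CC3728, and all probes CC1865 and CC3061. Leaving out iron limitation replicate 2 passes CC0132, CC0683, CC1865, CC3061, CC3686 and CC3728. Background-subtracted signals and leaving out iron limitation replicate 1 each pass CC0686 and CC0719, and the 1.5-fold threshold passes these 2, CC0683 and CC3686. No form of the criterion passes CC0028, CC0062 or CC1315.

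The paper lists 15 genes as downregulated under iron limitation that do not pass here. With outlier spots kept CC0984, CC1099, CC1409, CC1946, CC2479, CC2840, CC3044, CC3085, CC3127, CC3461 and CC3525 pass. The mean of the 4 last probes passes the same genes except CC3085, and CC0167 and CC3336 besides. The 1.5-fold threshold passes CC0167, CC0433, CC1943, CC1946, CC2479, CC3085, CC3127, CC3336, CC3461 and CC3525. All coding-sequence probes pass CC1946, CC2479 and CC3525, and all probes CC0984, CC3336 and CC3525. Leaving out iron limitation replicate 1 passes CC0984, CC1409, CC1943 and CC3461, and leaving out replicate 2 CC0167, CC1099, CC1946, CC3044, CC3085, CC3127, CC3336 and CC3525.

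In the mutant the paper lists CC0682, CC0719, CC0861, CC1969 and CC0028 as upregulated, which do not pass here. With outlier spots kept and with all coding-sequence probes CC0682 and CC0719 pass, and without fur mutation replicate 1 these 2 and CC0861. The mean of the 4 last probes passes all but CC0028, which no form passes, and the 1.5-fold threshold passes CC0861 and CC1969. CC1969 also passes with normexp and loess, with background-subtracted signals, with all probes and without fur mutation replicate 2. As downregulated the paper lists CC1233, CC1950, CC1955, CC1956 and CC3336, which all pass at the 1.5-fold threshold. The mean of the 4 last probes passes CC1233 and CC3336, all probes CC3336, leaving out fur mutation replicate 1 CC1950 and CC3336, and leaving out replicate 2 CC1233 and CC1956.

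The limma test of the mean ratio, which counts no probes, calls all of these genes except CC0028 in both experiments, CC1315 under iron limitation and CC1955 and CC1956 in the mutant. By adjusted p alone it calls these as well. It also calls CC1315 with background-subtracted signals and with both filters on dim probes, CC1955 without fur mutation replicate 1, and CC1956 with background-subtracted signals and without fur mutation replicate 2. Averaged over the first 4 probes of CC0027, as in the paper, CC0028 had log2 ratios of 4.72 and 5.67.

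The text of the paper names CC2480 among the repressed peptidase genes and its Table 4 lists CC2840. CC2480 had a log2 ratio of -0.25 under iron limitation and CC2840 -1.09. The paper calls the genes of myo-inositol transport and catabolism the most upregulated in the fur mutant. Over all genes past the criterion there, CC3263 had the largest log2 ratio (5.21), while within Table S1 the 5 largest were CC1298, CC1302, CC0859, CC1296 and CC1299, so 5 of the 7 named genes lead that table. CC2388 (1.94) and CC1339 (1.90) lay above CC0860 (1.89) there, and CC3297 (1.79), CC0608 (1.54) and CC0616 (1.49) above CC0861 (1.46). The paper reports no iron-dependent regulation of sodB. Here CC3557 fell under iron limitation by less than 2-fold, with a log2 ratio of -0.43.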

Other observations

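The tests of the same wild-type extracts, of probe-specific dye bias, of the wild-type channels, of faulty fur spots and of a response of any size short of the threshold were chosen after the result was seen, and the others before.

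The responses to iron limitation and to the fur mutation correlate across genes at 0.656, and in genes under 2-fold on every array at 0.430. The same wild-type extracts on both sets of arrays would make the differences between arrays of the same number go together near the simulated 0.499. The observed value of 0.206 argues against that as the whole cause. The simulated SD across genes was 0.095 for iron limitation and 0.087 for the mutant. In genes under 2-fold the observed SDs were 0.34 and 0.32, which argues against shared extracts as a main cause. Probe-specific dye bias, averaged over 4 probes, gives a correlation of 0.0854 and 19.9% of the covariance in genes under 2-fold, well under the observed one. Gene-wide dye bias cannot be told apart from a shared response, since no array had its dyes exchanged. A shared biological response may account for the rest, as a hypothesis.

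The wild-type Cy3 signal was at least 2-fold apart between the experiments on both slides for 49 genes, 44 of them higher on the fur arrays and 5 lower. Between the 2 iron limitation arrays 100 genes were as far apart, and between the 2 fur arrays 115. Of the 180 genes apart on slide 1, 73.9% lay apart in the same direction on slide 2 and 27.2% by 2-fold. The arrays compared share slide and scan. Of the 54 genes 2-fold apart on each slide, 90.7% were apart the same way on both, which argues against slide and scan as the source for the 49 genes. Day of culture, labelling and position on the slide go with the experiment and cannot be told apart from it. For 48 of the 49 genes the Cy5 signal differed between the experiments in the same direction, so the difference is not confined to the wild-type channel. Only 4 of the 49 genes are in the tables of the paper.

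Genes called only in the fur mutant could owe their change to a departing wild type. Of the 48 genes of Table S1 with at least 2-fold against their own wild type, 39 (81.2%) kept it against the wild type of the iron limitation arrays. CC3189 (0.14) and CC3466 (-0.10) are among those that lost it, the latter with wild types 0.49 and 1.93 apart on slides 1 and 2, along with CC0042, CC0608, CC0611, CC0353, CC1233, CC2642 and CC2823. Of these, CC0353 (-0.95), CC2823 (-0.93) and CC1233 (-0.91) fell just short of 2-fold, with wild types only 0.078 to 0.19 apart.

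A response under iron limitation that falls short of the threshold may stand behind a call in the mutant alone. For the upregulated genes of Table S1 the 2 responses differed for 15 of 16 (93.8%), which argues against an equal response as the whole cause for this list. Still, 10 of the 16 rose under iron limitation, 8 of the 16 (50%) at adjusted p under 0.05 against 30.4% of all genes. Part of the list thus has a smaller response there, and for the other 8 none that way was detected. For the downregulated genes they differed for 22 of 36 (61.1%), and 33 of the 36 also fell under iron limitation, 31 (86.1%) at adjusted p under 0.05 against 32.3% of all genes. Most of this list thus has a response there that falls short of the threshold. With 2 arrays per experiment, an equal response cannot be told apart from a smaller one for the 14 without a detected difference. For the genes of Tables 3 and 4, called only under iron limitation, the responses differed for 91.2%, which argues against an equal response in the mutant, short of the threshold, as the whole cause. Their ratios in the mutant still had the same sign for 60 of 66 and 44 of 47 genes. Of the 113, 87 (77.0%) passed an adjusted p of 0.05 that way. Of all genes, 30.3% rose and 29.2% fell in the mutant at this threshold. Most of the 113 thus have a smaller change there. In these lists gene-wide dye bias cannot be told apart from a smaller response in the experiment without the call. No array had its dyes exchanged.

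In the fur mutant the fur probes around the start codon rise while those farther downstream fall. Faulty spots would show the rise on 1 array or on marked spots. The lowest of the 6 ratios was 0.89, with 0 outlier spots and 0 spots not well above background, which argues against them. Transcription of fur may rise when iron-bound Fur is missing, as a hypothesis. The same probes rose under iron limitation, by 0.36 to 0.49 over both arrays. The opposite-strand probes at 277 and 328 bp rose by 2.24 and 1.04 in the mutant and by 0.22 and 0.23 under iron limitation. Their Cy3 signals on the fur arrays were low, 36.4 to 73.4. The hypothesis does not by itself cover this rise, and its source was not tested. Other effects of the mutation on the start of the transcript were not tested.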
